# Changes in nuclear and cytoplasmic microRNA distribution in response to hypoxic stress

**DOI:** 10.1038/s41598-019-46841-1

**Published:** 2019-07-17

**Authors:** Tiia A. Turunen, Thomas C. Roberts, Pia Laitinen, Mari-Anna Väänänen, Paula Korhonen, Tarja Malm, Seppo Ylä-Herttuala, Mikko P. Turunen

**Keywords:** Non-coding RNAs, Molecular medicine

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that have well-characterized roles in cytoplasmic gene regulation, where they act by binding to mRNA transcripts and inhibiting their translation (i.e. post-transcriptional gene silencing, PTGS). However, miRNAs have also been implicated in transcriptional gene regulation and alternative splicing, events that are restricted to the cell nucleus. Here we performed nuclear-cytoplasmic fractionation in a mouse endothelial cell line and characterized the localization of miRNAs in response to hypoxia using small RNA sequencing. A highly diverse population of abundant miRNA species was detected in the nucleus, of which the majority (56%) was found to be preferentially localized in one compartment or the other. Induction of hypoxia resulted in changes in miRNA levels in both nuclear and cytoplasmic compartments, with the majority of changes being restricted to one location and not the other. Notably, the classical hypoxamiR (miR-210-3p) was highly up-regulated in the nuclear compartment after hypoxic stimulus. These findings reveal a previously unappreciated level of molecular complexity in the physiological response occurring in ischemic tissue. Furthermore, widespread differential miRNA expression in the nucleus strongly suggests that these small RNAs are likely to perform extensive nuclear regulatory functions in the general case.

## Introduction

The canonical view of microRNA (miRNA) function is that these small RNA molecules typically repress gene expression by targeting the mRNA 3′ untranslated region (3′ UTR) in order to induce post-transcriptional gene silencing (PTGS)^1^. A growing body of evidence suggests that miRNA functionality may be much more complex than this canonical paradigm, and recent studies have suggested multiple novel modes of action for small RNAs^2–5^. For example, small RNA-mediated transcriptional gene activation (TGA) has been reported in some cases, whereby synthetic small RNAs or endogenous miRNAs targeted to gene promoters can induce increases in gene expression^6,7^. TGA involves an epigenetic mechanism, although a detailed understanding of this phenomenon has thus far remained elusive^8^.

We have previously shown that short hairpin RNA (shRNA)-mediated transcriptional activation of the *Vegfa* promoter is of therapeutic benefit in murine models of hindlimb ischemia^9^ and myocardial infarction^10^. These observations suggested that shRNAs may function by mimicking endogenous miRNAs. To date, intracellular miRNA localization has been largely overlooked, and only a handful of publications have performed global miRNA analysis in nuclear and cytoplasmic fractions. Conversely, the majority of citations focusing on miRNA function have not addressed the issue of subcellular localization. Previous reports have analyzed the subcellular distribution of small RNAs in 5-8F^11^ and HTC116 cells^12^ and showed that the majority of miRNAs, regardless of their sequence, are shuttled to nucleus. Some sequence motifs have been demonstrated to affect miRNA subcellular distribution^13,14^, but other factors may also direct miRNA localization patterns. For example, Khudayberdiev *et al*., observed that nuclear accumulation of miRNAs may be associated with global down-regulation of miRNA levels occurring during neuronal development^15^. Importantly, components of the RNA interference machinery have been observed to be functional in the nucleus, although small RNA loading is restricted to the cytoplasm^16^. While several studies have profiled miRNA expression in the nucleus, no study has to date applied this analysis to cells undergoing physiological transitions (i.e. during cellular differentiation, or in response to environmental stimulus).

Hypoxia is a severe pathophysiological condition observed in multiple diseases (e.g. myocardial infarction and cerebral ischemia) where it impairs tissue function, resulting in a rapid and complex response at the molecular and cellular level. In the present study, we selected hypoxia as a prototypical, medically-relevant, pathophysiological stimulus that is known to lead to changes in gene and miRNA expression^17^. To investigate the extent to which mature miRNAs are present in the nucleus, we performed high throughput sequencing of small RNAs (sRNA-seq) in nuclear and cytoplasmic fractions derived from endothelial cells after the induction of hypoxia. This analysis has identified multiple miRNAs that are enriched in either the nucleus or cytoplasm. Furthermore, we show for the first time, that specific miRNAs are differentially expressed in a subcellular location restricted manner in response to hypoxic stimulus. These findings suggest that miRNAs likely execute nuclear functions in addition to their cytoplasmic PTGS activity, and reveal a previously unappreciated level of complexity in the cellular response to hypoxia.

## Results

### Isolation of nuclear and cytoplasmic fractions from endothelial cells

The murine C166 endothelial cell line was cultured under normal conditions or exposed to hypoxia (1% oxygen) for 24 h. Cells were separated into nuclear and cytoplasmic fractions according to the protocol described by Gagnon *et al*., and RNA and proteins were extracted from each sample^18^ (Supplementary Fig. S1). Fraction purity was confirmed by western blot using antibodies against nuclear (histone H3) and cytoplasmic (β-tubulin) marker proteins (Figs. 1a and S2). Similarly, the nuclear-enriched long non-coding RNAs (lncRNAs) *Malat1* and *Neat1*^19^ were found to be 37- and 125-fold enriched in the nucleus respectively, as determined by RT-qPCR (Fig. 1b). Conversely, transfer RNAs (tRNA) tRNA-Lys-TTT and tRNA-Met-CAT were found to be 12- and 17-fold enriched in the cytoplasm, respectively (Fig. 1b), consistent with successful subcellular fractionation.

**Figure 1:**
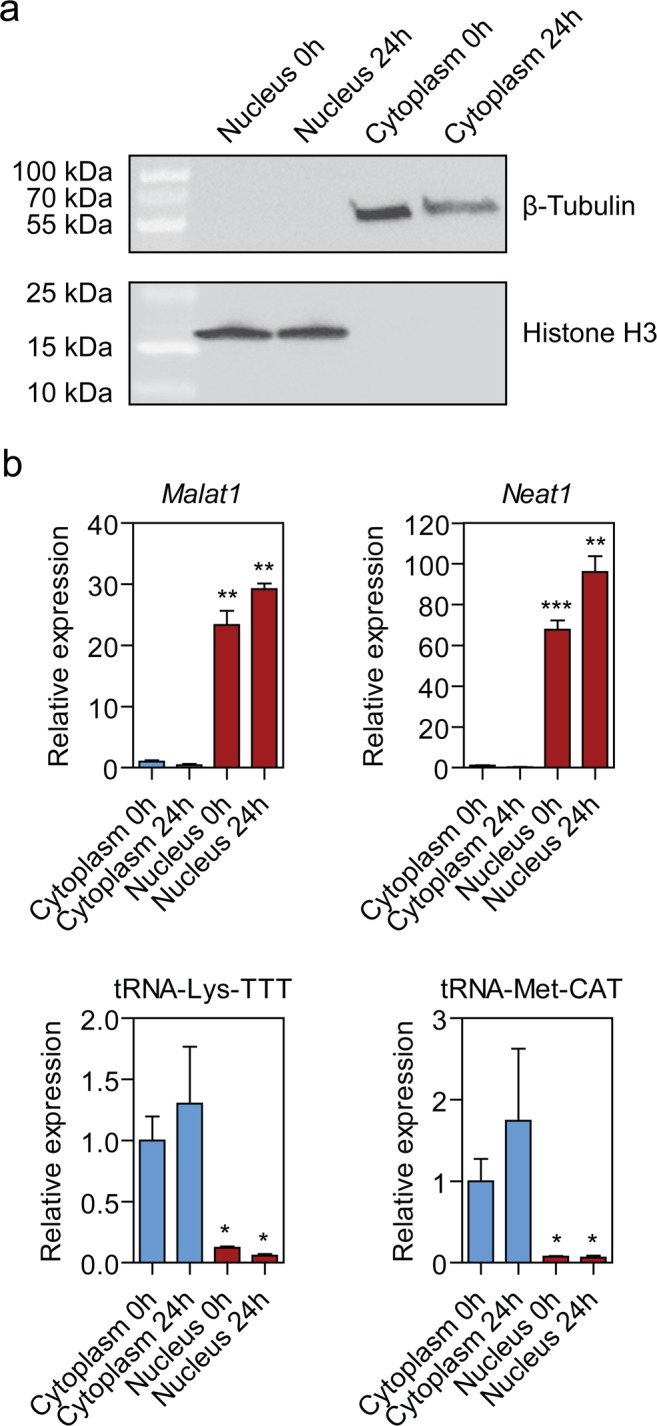
Isolation of nuclear and cytoplasmic fractions. (**a**) Western blot analysis of cytoplasmic (β-tubulin) and nuclear (histone H3) marker protein expression. (**b**) RT-qPCR analysis of nuclear-enriched lncRNAs (*Malat1* and *Neat1*) or cytoplasm-enriched tRNAs (tRNA-Lys-TTT and tRNA-Met-CAT). Values are mean ± SEM, *n* = 3–4, *P < 0.05, **P < 0.01, ***P < 0.001 (*t*-test with Welch correction for unequal variance, comparisons are to the matched group-matched Cytoplasmic fraction).

### Identification of nuclear and cytoplasmic enriched miRNAs

C166 cells were cultured in either normoxic or hypoxic conditions (for 2 h and 24 h) and RNA from nuclear and cytoplasmic fractions analyzed by sRNA-seq (*n* = 2) (Supplementary Fig. S1). 

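C166 is an endothelial line from mouse yolk sac, and its fractions were sampled after 0, 2 and 24 h of hypoxia. miR-21a-5p, an abundant miRNA of many cultured cells, took 57.7% and 60.3% of the reads in the cytoplasmic libraries at 0 h, against 48.8% and 51.0% at 24 h. In the nuclear libraries its share was 37.4% and 45.1% at 0 h and 57.0% and 57.2% at 24 h. The 10 most abundant miRNAs together took 74.0% to 83.7% of the reads of a library. The 12 libraries form 6 groups, with 2 biological replicates in each. The authors trimmed the reads with Trimmomatic, aligned them to miRBase sequences with bowtie2 and divided the counts of each library by 1 DESeq2 size factor. They deposited these normalized counts with a log2 fold change and an adjusted p-value per comparison. From the normalized counts, differences were fitted here with limma on log2(normalized count + 1), with a variance that depends on abundance. This scale understates the change of miRNAs with low counts, although the deposited fold changes at 24 h were smaller still for some, such as miR-203-3p. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.01 and a difference of at least 2-fold. Whether the 24 h response differed between the fractions was tested as an interaction over the 12 libraries and called at an adjusted p under 0.05. The single size factor per library assumes that most miRNAs do not differ between the fractions.

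**Figure D1:**
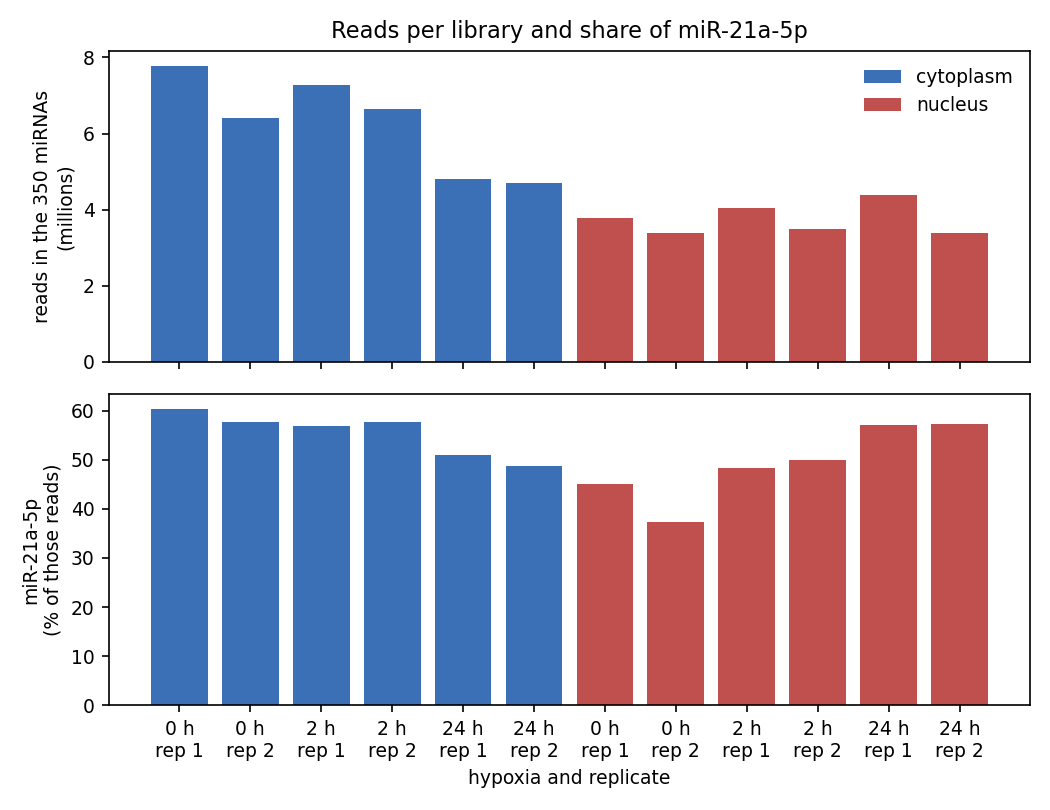
Reads in the 350 miRNAs (upper panel, axis in mega-reads) and miR-21a-5p as a percentage of those reads (lower panel) for each library, with cytoplasmic libraries in blue and nuclear libraries in red. Each bar is 1 library, and the share of miR-21a-5p lies between 37.4% and 60.3%.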

214 million reads were generated in total, and library sizes were found to be comparable between all samples (Supplementary Fig. S3). 

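After miR-21a-5p, with a mean normalized count of 2561180 over all libraries, the most abundant miRNAs were miR-143-3p (mean normalized count 455232), let-7i-5p (mean normalized count 223363) and miR-30a-5p (mean normalized count 122342). miR-3089-3p had the lowest mean, with 17.9 normalized counts. Multiplied by its library's size factor, each value gave a whole number of reads, with 100% of the values within 0.01 of one. The cytoplasmic libraries held 4708753 to 7787926 reads in these miRNAs (median 6517287, n = 6), and the nuclear libraries 3379276 to 4375616 (median 3636401.5, n = 6). The largest library was 2.30 times the smallest. Together the libraries held 60097008 reads. The paper's total counts all reads generated, and the values here use the reads assigned to these miRNAs.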

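miR-3098-3p and miR-7068-5p were among the least abundant miRNAs in the deposited table, with mean normalized counts of 19.0 and 20.3. Each of the 350 miRNAs in the table had at least 10 reads in each of the 12 libraries, and the lowest count of reads in any library was 10. No miRNA was at 0 in any library. Of the miRNA families tested as lists, the table held 10 of 11 let-7 5ʹ arms, 10 of 12 let-7 3ʹ arms, 17 of 50 miRNAs of the Sfmbt2 intron cluster and 38 of 64 miRNAs of the imprinted Dlk1-Dio3 cluster. Members of the let-7 family differ at few positions, so reads may be shared between them and the values of single members are uncertain. For 32 miRNAs, the name in the table carries a suffix that marks merged names.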

The data were filtered to remove low abundance miRNAs (<10 reads in each library) after which 350 miRNAs remained. 

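The 6 pairs of replicates lay closer together than most other pairs of libraries. On the first 2 principal components, replicates were a median of 0.903 log2 units apart (0.124 to 2.28). Libraries of the same fraction at another time were a median of 8.40 apart over 24 pairs, although the closest of them, at 0.0967, lay nearer than any pair of replicates. Libraries of the other fraction were 17.6 to 27.8 apart over 36 pairs. The spread between replicates was largest in the cytoplasm at 0 h, where the log2 values of the miRNAs differed with an SD of 0.424. It was smallest in the cytoplasm at 24 h, with an SD of 0.241. Counts differed between replicates by more than counting error alone, with a chi-square per degree of freedom of 24.3 to 200.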

Statistical differences between samples were tested using DESeq2^20^ and libraries were visualized by Principal Component Analysis (PCA) (Fig. 2a) which showed tight clustering of biological replicates. Nuclear and cytoplasmic samples were clearly separated in principal component one (which contained 74% of the variation in the dataset), whereas the response to hypoxic stress was reflected in principal component 2 (12% of the variance).

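In the principal component analysis of centred log2 values, the first component held 72.3% of the variance, the second 12.1% and the third 6.55%. All 6 nuclear libraries lay between 8.77 and 13.4 on the first component, and all 6 cytoplasmic libraries between -13.9 and -8.48. The gap was smaller at 24 h, when the nuclear libraries lay at 8.77 and 9.44 and the cytoplasmic libraries at -8.58 and -8.48. On the second component, the 4 libraries from 24 h lay between -8.11 and -4.44, and the 8 libraries from 0 h and 2 h between 1.62 and 6.90. With a standardized variance for each miRNA, the first component held 47.3% and the second 19.4%.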

**Figure 2:**
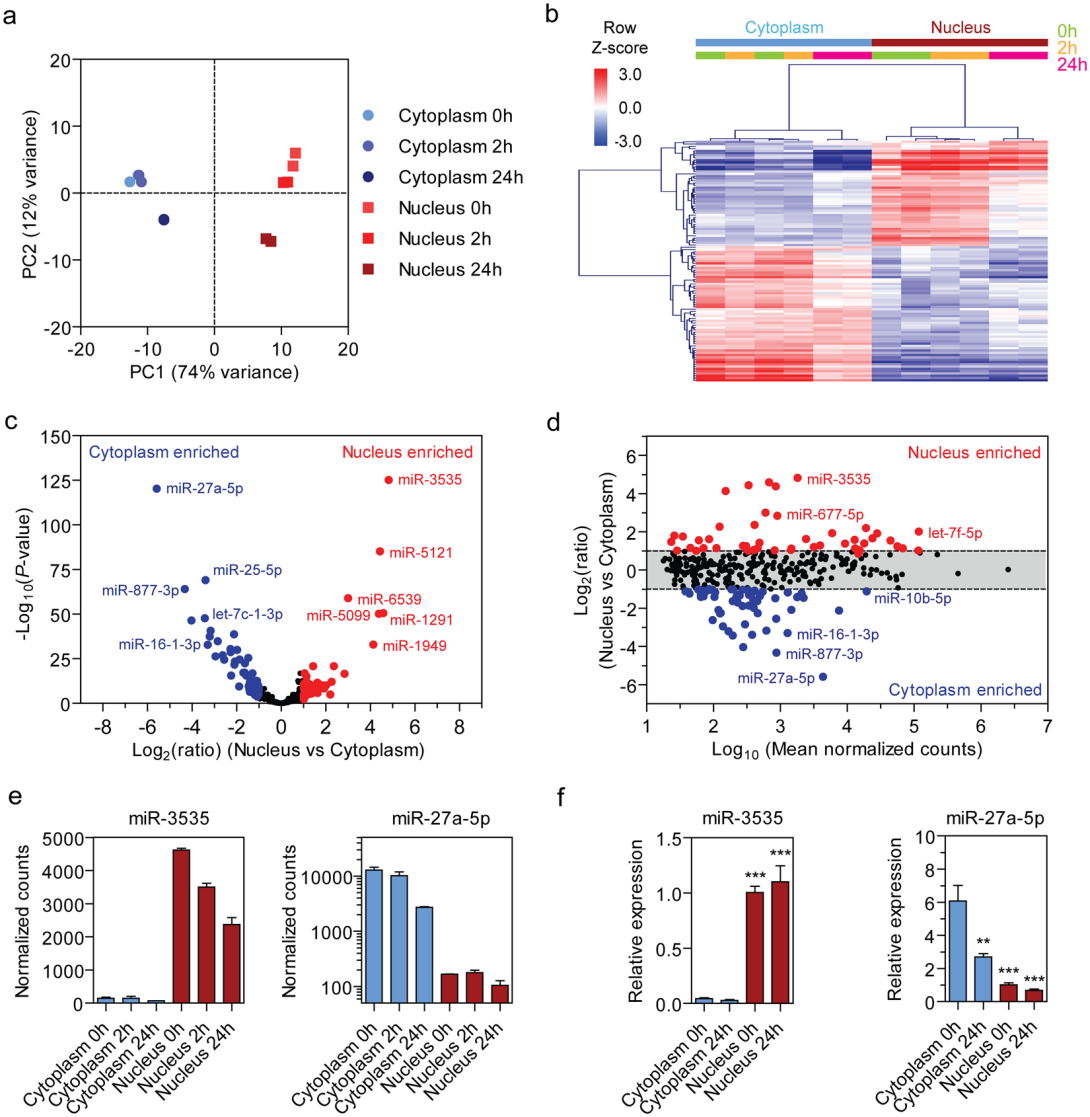
Nuclear and cytoplasmic small RNAs. (**a**) Principal component analysis (PCA) shows tight clustering of biological replicates. Principal component one (PC1) shows the separation between nuclear and cytoplasmic samples (74% of variation), whereas PC2 depicts the response to hypoxic stress (12% of variation). (**b**) Hierarchical clustering of differential expression between nuclear and cytoplasmic samples (adjusted *P* < 0.01, fold change ≥ |2|). Scale bars show mean-centered log_2_ normalized counts (row Z-score) where red and blue indicate higher and lower than mean abundance respectively. (**c**) Volcano plot depicting nuclear and cytoplasmic miRNA enrichment. (**d**) MA plot analysis of location-enriched miRNAs showing that differentially nuclear/cytoplasm-enriched miRNAs were observed over a broad range of absolute expression values. (**e**) The two most location-enriched miRNAs across the dataset were miR-3535 (in the nucleus) and miR-27a-5p (in the cytoplasm). (**f**) miRNA-expression levels of nuclear (miR-3535) and cytoplasmic (miR-27a-5p) miRNAs identified by miRNA-seq were validated by RT-qPCR. miRNA levels were normalized to miR-186–5p and the mean value of the Nucleus 0 h group scaled to a value of one. Values are mean ± SEM, *n* = 2 (sRNA-seq), *n* = 3 (RT-qPCR), *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA with Bonferroni *post hoc* test, comparisons are to the Cytoplasm 0 h group).

Nuclear and cytoplasmic enrichment was determined by differential expression analysis of all nuclear libraries against all cytoplasmic libraries and visualized by hierarchical clustering (Fig. 2b) and a volcano plot (Fig. 2c). 

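The imprinted Dlk1-Dio3 cluster on chromosome 12, a large group of miRNAs transcribed from the maternal allele, lay on the cytoplasmic side. Of its 38 measured miRNAs, 19 were called cytoplasmic and none nuclear, and the same number was called when adjusted over the list alone. The median log2 nucleus/cytoplasm ratio of the cluster was -0.99 (adjusted p = 1.3e-08 from limma's camera, adjusted p = 0.20 with an estimated correlation), and 19 to 30 members were called cytoplasmic under the other scalings. miR-434-3p had the largest difference of the cluster, -1.90 (standard error 0.19, adjusted p = 6.0e-07 from limma). Among 13 endothelial and vascular miRNAs, miR-146a-5p, miR-222-3p and miR-155-5p were called nuclear, with log2 ratios of 1.56, 1.15 and 1.05, and miR-10b-5p was called cytoplasmic, with -1.11. When adjusted over the list alone the counts of this list were the same, and 1 of its miRNAs was called nuclear when libraries were scaled to the total count. Of 15 measured miRNAs of the miR-17-92 and paralogous clusters, 3 were called nuclear and 1 cytoplasmic (the same when adjusted over the list alone), against 0 and 2 when scaled to the total count. At an adjusted p under 0.01 and any fold, 157 of 350 miRNAs (44.9%) differed between all nuclear and all cytoplasmic libraries in limma, 73 of them higher in the nucleus and 84 in the cytoplasm. In limma 196 passed at an adjusted p under 0.05. In the authors' deposited DESeq2 comparison 196 passed at an adjusted p under 0.01. The limma fit had fraction as its only term, so changes with time counted as spread.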

196 miRNAs (56% of all miRNAs) were significantly different (*P* < 0.01) between nucleus and cytoplasm, suggesting that the majority of miRNAs are preferentially enriched in one of the compartments. Of these, 105 miRNAs were enriched in either compartment by ≥ 2-fold (i.e. 46 enriched in the nucleus, and 59 enriched in the cytoplasm). 

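After miR-3535, the miRNAs with the largest nuclear enrichment were miR-1291, with 1307 ± 610.0 normalized counts in the nucleus and 48.4 ± 20.1 in the cytoplasm (SD, n = 6 libraries each), and miR-5121, with 639 ± 88.9 and 28.8 ± 9.90. The log2 nucleus/cytoplasm ratio was 4.72 (standard error 0.34, adjusted p = 2.5e-08 from limma) for miR-1291 and 4.50 (standard error 0.24, adjusted p = 1.7e-09 from limma) for miR-5121. On GRCm38, miR-1291 lies in an intron of Kansl2 on chromosome 15 (98519762 to 98519878) and overlaps the snoRNA gene Snora34, and miR-5121 lies in Rpl13a on chromosome 7 (45126918 to 45126991) and overlaps Snord33. On the cytoplasmic side, miR-877-3p, an arm of a mirtron in an intron of Abcf1, followed miR-27a-5p, with a ratio of -4.33 (standard error 0.28, adjusted p = 1.1e-08 from limma). It was followed by miR-219a-1-3p, miR-25-5p, let-7c-1-3p and miR-16-1-3p, with ratios from -3.98 to -3.32. In all, 104 miRNAs (29.7%) were called, 43 nuclear and 61 cytoplasmic (58.7%), with a median standard error of 0.21. Of these, 87 had no overlap between the 6 nuclear and the 6 cytoplasmic libraries. So did 117 of all 350 miRNAs, where chance gives 0.216%. The split depended on the scaling. Scaled to the total count it was 30 nuclear and 73 cytoplasmic (70.9%), to the total count without miR-21a-5p 23 and 86, and with size factors within each fraction 28 and 72 (72.0%). These scalings moved the median ratio of all miRNAs from 0.03 to -0.18, -0.36 and -0.18. The last sets the fractions to each other by their total counts, so it repeats the first between fractions. Scaling to miR-186-5p or by TMM factors moved the median little, to 0.02 and -0.05. From the number of miRNAs that differed, the paper proposes that most miRNAs favour 1 of the compartments.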

MA plot analysis showed that differentially enriched miRNAs were found across a broad range of absolute expression (i.e. counts) values (Fig. 2d). 

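Enrichment was called over a wide range of abundance, with nuclear miRNAs at both ends. Cytoplasmic calls lay between them, such as miR-10b-5p at a mean normalized count of 19596. let-7f-5p and miR-30d-5p were the most abundant of the called miRNAs, with mean normalized counts of 118107 and 115967, and were higher in the nucleus by a log2 ratio of 2.00 and 1.02. At the other end, miR-3086-5p, with a mean of 23.4, was nuclear by 1.41 (standard error 0.29). The ends of this range were named after their values were seen. The 3 most abundant miRNAs overall, miR-21a-5p, miR-143-3p and let-7i-5p, were not called. Among the 248 miRNAs with a mean normalized count of at least 100, 83 were called, 36 nuclear and 47 cytoplasmic.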

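miR-3535 was measured at 3495 ± 1017 normalized counts in the nuclear libraries and 121 ± 56.6 in the cytoplasmic libraries (SD, n = 6 libraries each), with no overlap between 2158 to 4673 and 66.4 to 204. The log2 nucleus/cytoplasm ratio was 4.91 (standard error 0.28, adjusted p = 2.9e-09 from limma), a difference of 30.1-fold. It stayed between 4.52 and 5.09 under every scaling, test and left-out library tried. Its hairpin lies on chromosome 1 of GRCm38 from 86351981 to 86352127, inside Ncl, the gene of nucleolin, and overlaps the snoRNA gene Gm24148 on the same strand. miR-27a-5p was measured at 8568 ± 4918 normalized counts in the cytoplasm and 149.9 ± 39.9 in the nucleus (SD, n = 6 libraries each). Its log2 ratio was -5.59 (standard error 0.40, adjusted p = 2.5e-08 from limma), which is 48.2-fold. The large spread in the cytoplasm follows the time of hypoxia, with 12813 ± 2271 at 0 h and 2715 ± 118 at 24 h (SD, n = 2). miR-27a-3p, the other arm of the same hairpin on chromosome 8 (84208672 to 84208758), had a log2 ratio of 0.31 (standard error 0.13) and was not called.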

The most strongly location-enriched miRNAs were miR-3535 (27.9-fold enriched in the nucleus) and miR-27a-5p (48-fold enriched in the cytoplasm) (Fig. 2e). Differential nuclear-cytoplasmic distribution of these miRNAs was further confirmed by RT-qPCR, where additional replicate cultures were analyzed to increase statistical power and confirm reproducibility of these findings (Fig. 2f). 

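miR-186-5p was measured at 1260.3 ± 149 normalized counts in the cytoplasm and 1264 ± 136 in the nucleus (SD, n = 6 libraries each), with a range of 1021 to 1453. Its log2 nucleus/cytoplasm ratio was 0.01 (standard error 0.13, adjusted p = 0.98 from limma), and it turned negative when libraries were scaled to the total count (-0.21), to that total without miR-21a-5p (-0.39), by TMM factors (-0.07) or within each fraction (-0.21). Between fractions, the last of these repeats the scaling to the total count. The SD of its log2 values over the 12 libraries was 0.160, the third lowest of 350 miRNAs. miR-26a-5p had the lowest SD, 0.115, at a mean of 22946 normalized counts, and miR-1843a-5p, at a mean of 261, also had an SD of 0.160. By NormFinder's stability over the 6 groups, miR-186-5p ranked 9 of 350, and scaled to the total count it ranked 9 by its SD. These ranks compare libraries that were scaled to each other first.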

RT-qPCR data were normalized to the levels of miR-186-5p which was determined to be the most stably expressed miRNA across all conditions using the NormFinder method^21^.

### miRNAs are differentially expressed in distinct subcellular compartments

We next sought to identify miRNAs that were differentially expressed in response to hypoxic stress.

Nuclear and cytoplasmic libraries were considered separately, and differential expression determined between time points. Using a fold-change cut-off of 2, and a stringent statistical cut-off of *P* < 0.01 (Benjamini-Hochberg adjusted), 54 and 35 significantly different miRNAs were called in the nuclear and cytoplasmic libraries respectively for the 24 h vs 0 h comparison. In contrast, no significant differences were called in the 2 h vs 0 h comparison for either nuclear or cytoplasmic fractions.

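In the nucleus, miR-210-3p had the largest rise from 0 h to 24 h and miR-31-5p the largest fall. miR-31-5p went from 45471 ± 996 to 5659.6 ± 498 normalized counts (SD, n = 2), a log2 fold change of -3.01 (standard error 0.16, adjusted p = 2.8e-09 from limma). miR-103-3p, a miRNA from introns of Pank genes, fell by 2.17 on the log2 scale, and miR-185-5p by 2.07. In the cytoplasm, miR-27a-5p had the largest fall, -2.23 (standard error 0.20, adjusted p = 9.7e-09 from limma), followed by miR-365-2-5p at -2.04 and miR-301b-5p at -1.92. let-7b-5p rose in the cytoplasm, with 1.35 (standard error 0.19, adjusted p = 1.4e-05 from limma). In all, 73 miRNAs were called in the nucleus and 48 in the cytoplasm. Over all 350 miRNAs, the replicates at 24 h did not overlap those at 0 h for 267 in the nucleus and 263 in the cytoplasm, where chance gives 33.3%. The nuclear count moved both ways when a library was left out, which leaves 1 replicate at that time and less precision, so a lost call need not mean a changed effect. It was 18 without replicate 1 of 24 h, 25 without replicate 2 of 24 h and 43 without replicate 2 of 0 h. The cytoplasmic count was 32 without replicate 1 of 24 h, and 16 when libraries were scaled to miR-186-5p. In 200 simulated miRNAs, the nuclear test called 19 of 50 changed 2-fold and 48 of 50 changed 4-fold, and the cytoplasmic test 21 and 48. The planted 2-fold change equals the threshold of the call, so estimates that fall below it fail at any precision.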

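miR-200b-3p and miR-1291 were lower in the nucleus after 2 h, and miR-301a-3p was higher, but none of these differences passed the threshold. The log2 fold change was -1.39 (standard error 0.28, adjusted p = 0.028 from limma) for miR-200b-3p and 1.18 (standard error 0.23, adjusted p = 0.028 from limma) for miR-301a-3p, and the adjusted p of these miRNAs was the smallest in the nucleus at 2 h. The miRNAs named for 2 h were chosen after their values were seen. In the cytoplasm miR-702-3p had the largest of the differences that shared the smallest adjusted p, 0.98 (standard error 0.32, adjusted p = 0.29 from limma). limma called 0 miRNAs in the nucleus, with 102 at an unadjusted p under 0.05 and 25 at an adjusted p under 0.05. In the cytoplasm it called 0, with 39 at an unadjusted p under 0.05. limma-voom on the recovered reads also called 0 in each fraction. Without replicate 2 of 2 h, 17 miRNAs were called in the nucleus, and without replicate 1 of 0 h, 4. Without replicate 2 of 0 h, 9 were called in the cytoplasm. No member of any of the 14 lists tested was called at 2 h. Among the lists, the 3 measured epithelial miRNAs were lower in the nucleus (median log2 fold change -1.14, adjusted p = 0.019 from camera, adjusted p = 0.66 with an estimated correlation), and 3 were called lower when adjusted over the list alone. The Dlk1-Dio3 cluster was higher in the cytoplasm by a median of 0.22 (adjusted p = 0.0016 from camera, adjusted p = 0.59 with an estimated correlation), with 0 called when adjusted over the list alone. The Sfmbt2 cluster was higher in the nucleus by a median of 0.29 (adjusted p = 0.045 from camera, adjusted p = 0.68 with an estimated correlation), and the let-7 3ʹ arms were lower in the cytoplasm by a median of -0.25 (adjusted p = 0.043 from camera, adjusted p = 0.59 with an estimated correlation), each with 0 called when adjusted over the list alone.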

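Most miRNAs called in 1 fraction at 24 h were not called in the other, with 62 of 73 called in the nucleus only and 37 of 48 in the cytoplasm only. miR-31-5p fell in the nucleus and had a log2 fold change of 0.17 (standard error 0.19, adjusted p = 0.48 from limma) in the cytoplasm. miR-103-3p fell in the nucleus and had 0.35 (standard error 0.17, adjusted p = 0.11 from limma) in the cytoplasm. Over the 350 miRNAs, 164 (46.9%) moved in the same direction in both fractions from 0 h to 24 h. Across miRNAs, the nuclear and cytoplasmic log2 fold changes had a Pearson r of 0.115 (permutation test, p = 0.032, 2-sided) and a Spearman rho of 0.065 (permutation test, p = 0.23, 2-sided). miRNAs are not independent replicates, so these p-values describe the pairing of miRNAs only. Without miR-210-3p, the Pearson r was 0.0820 and the Spearman rho 0.0569. Among miRNAs with a mean normalized count of at least 100, they were 0.0052 and -0.050. Leaving out 1 library at a time gave a Pearson r of 0.034 (without replicate 2 of the cytoplasm at 0 h) to 0.198 (without replicate 1 of the cytoplasm at 0 h). The difference between the fractions was tested for each miRNA. It was called for 162 miRNAs, 88 with a more positive and 74 with a more negative response in the nucleus. The count was 97 without replicate 2 of the nucleus at 0 h, 99 without replicate 1 of the cytoplasm at 24 h and 106 without replicate 2 of the nucleus at 24 h. The split over all libraries was 32 and 105 when scaled to the total count, 27 and 103 when scaled to miR-186-5p, and 125 and 38 when scaled to the total without miR-21a-5p.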

Expression ratios for nuclear and cytoplasmic libraries were not correlated (Pearson *r* = 0.0488, Spearman *r* = 0.0912, *P* > 0.05) (Fig. 3a), indicating that differential miRNA expression typically occurred exclusively in one fraction and not the other. 

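The let-7 5ʹ arms fell in the nucleus, with 4 of 10 called lower and none higher (the same when adjusted over the list alone, median log2 fold change -0.81, adjusted p = 0.0012 from limma's camera, adjusted p = 0.34 with an estimated correlation). With the total without miR-21a-5p as the scale, 1 was called, and without replicate 1 of 24 h, 2. The miR-17-92 and paralogous clusters, a group of proliferation-linked miRNAs, had 5 of 15 called lower in the nucleus and none higher (5 when adjusted over the list alone, median -0.69, adjusted p = 0.0021 from camera, adjusted p = 0.34 with an estimated correlation). That count was 2 without replicate 2 of 0 h, and 1 and 0 without replicate 1 or 2 of 24 h. In the cytoplasm 12 of these 15 were also lower (median -0.39), and the difference between the fractions did not pass for this list (adjusted p = 0.18 from camera). The let-7 3ʹ arms fell in the cytoplasm, with 5 of 10 called lower (5 when adjusted over the list alone, adjusted p = 0.0054 from camera, adjusted p = 0.46 with an estimated correlation), and 1 when scaled to the total count or to miR-186-5p. Against this, the Sfmbt2 intron cluster rose in the nucleus, with 7 of 17 called higher and 1 lower (10 and 2 when adjusted over the list alone, adjusted p = 0.0012 from camera, adjusted p = 0.34 with an estimated correlation). The number called higher was 0 and 1 without replicate 1 or 2 of 24 h, with medians of 1.00 and 1.19, and the 1 lower was not called without either replicate of 0 h or of 24 h. The let-7 5ʹ arms were higher in the cytoplasm for 10 of 10, with 3 called (3 when adjusted over the list alone, median 0.88, adjusted p = 3.8e-06 from camera, adjusted p = 0.46 with an estimated correlation), and 2 with TMM factors, 8 when scaled to the total count or 5 without replicate 2 of 0 h. Of the Dlk1-Dio3 cluster, 27 of 38 were higher in the cytoplasm, with 3 called (3 when adjusted over the list alone, median 0.30, adjusted p = 0.020 from camera, adjusted p = 0.46 with an estimated correlation), and 0 with TMM factors, when scaled to miR-186-5p, or without replicate 1 of 0 h or of 24 h, and 5 without replicate 2 of 0 h. In the nucleus, 27 miRNAs were called higher and 46 lower (63.0%), and in the cytoplasm 14 higher and 34 lower (70.8%). These directions depended on the scaling. In the cytoplasm, 40 were higher and 13 lower when scaled to the total count, 17 and 20 with that total without miR-21a-5p, 11 and 5 when scaled to miR-186-5p, and 8 and 35 with TMM factors. In the nucleus, 12 were higher and 56 lower when scaled to miR-186-5p, and 83 and 19 when scaled to the total without miR-21a-5p. In the cytoplasm, the median log2 fold change of all miRNAs was -0.10, and 0.32 when scaled to the total count and 0.21 when scaled to miR-186-5p. In the nucleus it was -0.02, and 0.43 when scaled to the total without miR-21a-5p and -0.19 when scaled to miR-186-5p.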

Interestingly, the majority of differentially expressed miRNAs were down-regulated under hypoxic conditions. Only 6 miRNAs were identified as exceptions that were differentially expressed in both nucleus and cytoplasm after 24 h of hypoxic stress (Fig. 3b). These included 2 up-regulated miRNAs (miR-210-3p and miR-669c-5p) and 4 down-regulated (let-7a-5p, miR-200c-3p, miR-193a-5p and miR-203-3p). 

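miR-210-3p, miR-669c-5p and miR-5114 rose in both fractions. miR-203-3p, miR-193a-5p, miR-200b-3p, miR-365-2-5p and miR-6539 fell in both. Without either replicate of the nucleus at 24 h, the nuclear calls of miR-5114, miR-365-2-5p, miR-200b-3p and miR-6539 were lost. The nuclear call was lost in 8 of 18 alternatives for miR-5114 and for miR-365-2-5p, in 7 of 18 for miR-200b-3p and in 4 of 19 for miR-6539. Those of miR-5114, miR-365-2-5p and miR-200b-3p were also lost without either replicate of 0 h, and that of miR-6539 without replicate 2. In the cytoplasm, miR-200b-3p lost its call in 5 of 18 and miR-6539 in 6 of 19, each among them without replicate 2 of 0 h or of 24 h and when scaled to the total count, to that total without miR-21a-5p or to miR-186-5p. miR-5114 lost its cytoplasmic call without replicate 1 of 24 h. let-7a-5p, miR-382-3p and miR-494-3p fell in the nucleus and rose in the cytoplasm, although none of these 3 was called in the cytoplasm with TMM factors, without replicate 1 of the cytoplasm at 0 h or without replicate 1 of the cytoplasm at 24 h. Together these are 11 miRNAs called in both fractions at 24 h, where independent lists of 73 and 48 among 350 would share 10.0 (exact hypergeometric test, p = 0.42). The number called in both was 6 without replicate 2 of the nucleus at 0 h, 4 and 5 without replicate 1 or 2 of the nucleus at 24 h, and 7 without replicate 1 of the cytoplasm at 24 h. It was also lower, at 5, when scaled to miR-186-5p. From the lack of correlation between the fractions, the paper concludes that differential expression mostly took place in a single fraction.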

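let-7a-5p went from 60862 ± 9226 to 20307 ± 2604 normalized counts in the nucleus and from 8308 ± 1199 to 16596 ± 974 in the cytoplasm (SD, n = 2). The log2 fold change was -1.58 (standard error 0.16, adjusted p = 4.0e-06 from limma) in the nucleus and 1.00 (standard error 0.18, adjusted p = 0.00016 from limma) in the cytoplasm. miR-669c-5p, from an intron of Sfmbt2 on chromosome 2 (10509296 to 10509404 on GRCm38), rose by 2.15 (standard error 0.28, adjusted p = 3.5e-05 from limma) in the nucleus and 1.14 (standard error 0.20, adjusted p = 0.00015 from limma) in the cytoplasm. The nuclear rise was not called without either replicate of 24 h, and the cytoplasmic rise was not called without replicate 1 of 0 h or of 24 h or when scaled to miR-186-5p. miR-193a-5p fell in both fractions, with log2 fold changes of -1.94 (standard error 0.38) and -1.46 (standard error 0.29). Its nuclear call was lost without replicate 2 of 0 h or either replicate of 24 h, and its cytoplasmic call without replicate 2 of 24 h or when scaled to the total count or to miR-186-5p. The 3 measured miRNAs of epithelial cells were lower in both fractions, and as a list they did not pass (adjusted p = 0.065 in the nucleus and 0.10 in the cytoplasm from camera). miR-203-3p had -2.07 (standard error 0.29, adjusted p = 6.9e-05 from limma) in the nucleus and -1.39 (standard error 0.31, adjusted p = 0.0012 from limma) in the cytoplasm. miR-200c-3p fell in the nucleus, -1.62 (standard error 0.33, adjusted p = 0.00099 from limma), and was not called in the cytoplasm, where it had a log2 fold change of -1.40 (standard error 0.41, adjusted p = 0.0101 from limma). It was called there without replicate 1 of 0 h or of 24 h, and its nuclear call was lost without replicate 1 of 0 h or either replicate of 24 h. miR-203-3p lost its cytoplasmic call without replicate 1 of 24 h. All 3 stayed lower under each scaling, but with the total count or miR-186-5p as the scale none was called in the cytoplasm.

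**Figure D2:**
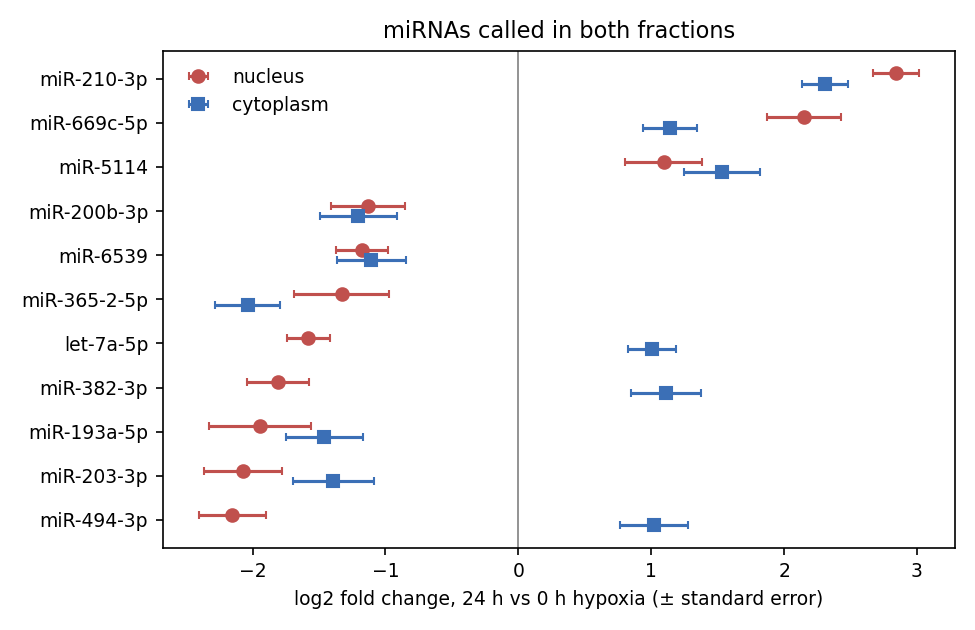
Log2 fold change from 0 h to 24 h of hypoxia (horizontal axis, with standard error) of the 11 miRNAs called in both fractions (vertical axis), in the nucleus (red circles) and the cytoplasm (blue squares). let-7a-5p, miR-382-3p and miR-494-3p lie on opposite sides of 0 in the 2 fractions, with -1.58, -1.81 and -2.15 in the nucleus and 1.00, 1.11 and 1.02 in the cytoplasm. The cytoplasmic side was not called with TMM factors.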

In the cytoplasm, 29 miRNAs were differentially expressed (Fig. 3c) (5 up-regulated and 24 down-regulated). 

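Among the miRNAs called only in the cytoplasm, miR-122-5p, a miRNA of liver, fell by 1.71 on the log2 scale, and miR-132-3p, a miRNA of activated endothelium, had -1.06 (standard error 0.21, adjusted p = 0.00045 from limma). Others that fell had log2 fold changes of -1.65 for miR-16-1-3p, -1.64 for let-7f-1-3p and -1.44 for miR-30d-3p. let-7e-5p rose by 1.19, and miR-350-3p by 1.48 (standard error 0.27, adjusted p = 0.00018 from limma). Being called in only 1 fraction does not show that the response differed between them, and that difference was tested separately. Of the 37 miRNAs called only in the cytoplasm, 8 rose and 29 fell, and the difference between the fractions was called for 31 and not for 6. With the total count as the scale, 28 rose and 12 fell. The number that rose was 16 without replicate 2 of 0 h.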

In the nucleus, 48 miRNAs were differentially expressed (Fig. 3d) (13 up-regulated and 35 down-regulated). 

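miR-103-3p fell in the nucleus only, and its response differed between the fractions by a log2 difference of -2.53 (standard error 0.26, adjusted p = 1.3e-06 from limma). For miR-31-5p, on chromosome 4 of GRCm38 (88910557 to 88910662), that difference was -3.18 (standard error 0.25, adjusted p = 1.1e-07 from limma). miR-146a-5p, an endothelial miRNA of inflammation, fell by -1.54 (standard error 0.24, adjusted p = 0.00015 from limma) in the nucleus. The Sfmbt2 intron cluster, a group of rodent miRNAs of the miR-297, miR-466, miR-467 and miR-669 families, rose in the nucleus by a median log2 fold change of 1.09 (adjusted p = 0.0012 from camera, adjusted p = 0.34 with an estimated correlation), while the difference between the fractions did not pass for this list (adjusted p = 0.16 from camera). miR-669o-5p, miR-467b-5p and miR-669l-5p rose by 1.39, 1.35 and 1.34, and each of these calls was lost without replicate 1 of 24 h. Of the 62 miRNAs called only in the nucleus, 24 rose and 38 fell, and the difference between the fractions was called for 50 and not for 12. Scaled to the total without miR-21a-5p, 76 rose and 14 fell. Without replicate 1 of 24 h, 1 rose and 13 fell.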

Surprisingly, miR-210-3p, a well-described hypoxamiR^22^, was observed to be highly up-regulated in the nuclear fraction in the sRNA-seq data (Fig. 3e). This finding was confirmed by RT-qPCR (Fig. 3f). 

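miR-210-3p, a miRNA induced by HIF in many cell types, had 1721 ± 51.8 normalized counts in the nucleus at 0 h, 2177 ± 383 at 2 h and 12346 ± 562 at 24 h (SD, n = 2 each). In the cytoplasm it had 1245 ± 55.4, 1121 ± 31.0 and 6174 ± 29.0 (SD, n = 2 each). From 0 h to 24 h the log2 fold change was 2.84 (standard error 0.17, adjusted p = 1.1e-08 from limma) in the nucleus, or 7.17-fold, and 2.31 (standard error 0.17, adjusted p = 7.4e-10 from limma) in the cytoplasm, or 4.96-fold. Both rises were called under every alternative tried. The response was larger in the nucleus by a log2 difference of 0.53 (standard error 0.22, adjusted p = 0.056 from limma), which did not pass the threshold. It did pass among miRNAs with a mean normalized count of at least 100 and when scaled to the total without miR-21a-5p. At 2 h the log2 fold change was 0.33 (standard error 0.17, adjusted p = 0.20 from limma) in the nucleus and -0.15 in the cytoplasm. The hairpin lies on chromosome 7 of GRCm38 from 141221384 to 141221493. Of the 20 measured miRNAs listed as hypoxia-responsive, 2 were called higher and 4 lower in the nucleus, and 1 higher and 1 lower in the cytoplasm, with the same numbers when adjusted over the list alone. In the nucleus, 1 was called higher and 2 lower without replicate 2 of 0 h or either replicate of 24 h, and in the cytoplasm none was called lower without replicate 2 of 24 h.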

Fluorescent *in situ* hybridization (FISH) was used to analyze miR-210-3p localization (Fig. 4). Detected signal in confocal microscopy for miR-210-3p was punctate and could be observed in the nuclei of C166 cells both in normoxia and hypoxia (24 h). Qualitative assessment of miR-210-3p puncta also correspond with the increase in miR-210 levels observed by RT-qPCR. miR-210-3p is known to have a role in several pathways related to the low cellular oxygen and has been shown to regulate *EFNA3*, *E2F3*, *HOXA3*, *HIP1*, *BDNF*, *KCMF1* and *NDUFA4P1* by canonical PTGS^23,24^. Furthermore, miR-210-3p was previously shown to interact with is *XIST*, a lncRNA located in the nucleus which is responsible for the initiation of X chromosome inactivation^25^. Together, these data suggest that miR-210-3p likely regulates nuclear processes, in addition to well-established cytoplasmic PTGS mechanisms.

**Figure 3:**
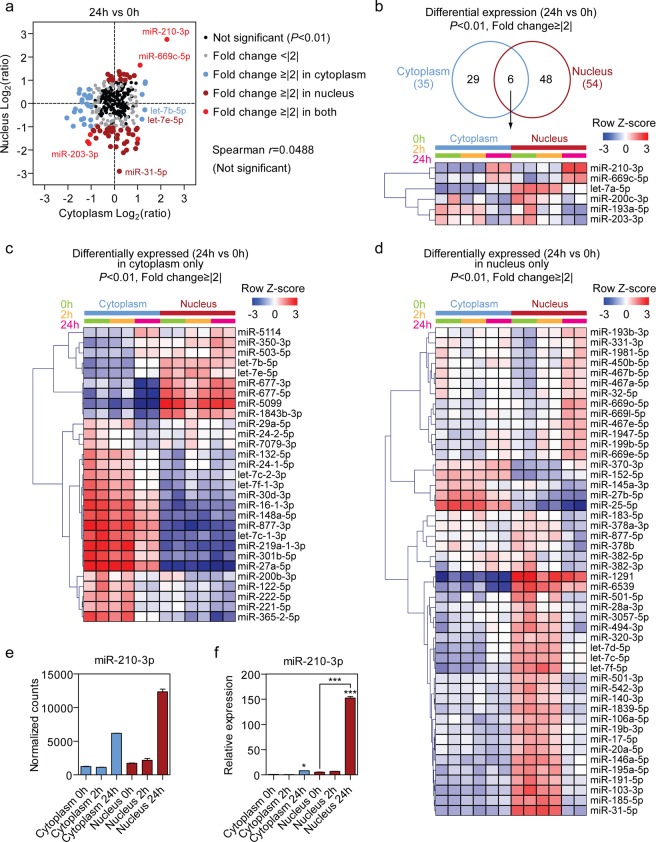
Differential expression of nuclear and cytoplasmic miRNAs upon hypoxic stimulus. (**a**) Comparison of expression ratios for nuclear and cytoplasmic libraries (0 h vs 24 h hypoxia). No significant correlation was observed between the nuclear and cytoplasmic expression ratios. (**b**) Heatmap of common differentially expressed miRNAs upon hypoxia in both nuclear and cytoplasmic samples. (**c**) Heatmap of the differentially expressed miRNAs in cytoplasmic fraction only. (**d**) Heatmap of the differentially expressed miRNAs in nuclear fraction only. Scale bars show mean-centered log_2_ normalized counts (row Z-score) where red and blue indicate higher and lower than mean abundance respectively. (**e**) miR-210-3p was identified to be highly up-regulated upon hypoxia in the nuclear fraction. (**f**) miR-210-3p expression in nuclear and cytoplasmic extracts was validated with RT-qPCR. miRNA-levels were normalized to miR-186-5p levels and the mean value of the Cytoplasm 0 h group scaled to a value of one. Values are mean ± SEM, *n* = 2 (sRNA-seq), *n* = 3 (RT-qPCR), *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA and Bonferroni *post hoc* test, statistical comparisons are to the Cytoplasm 0 h group unless otherwise indicated).

**Figure 4:**
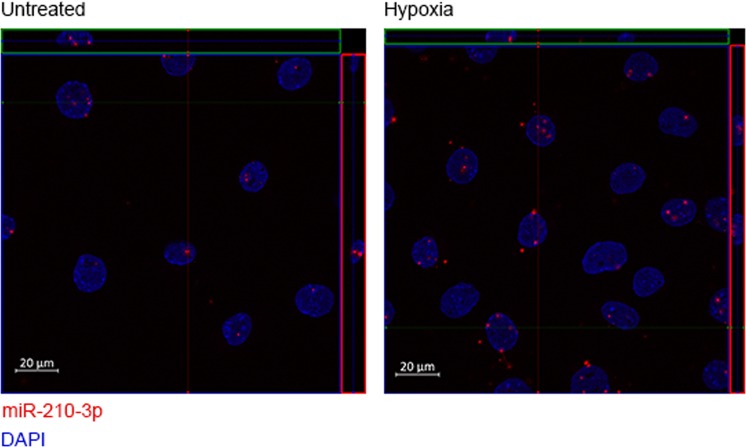
miR-210-3p localization upon hypoxic stimulus. miR-210-3p localization in C166 cells in normoxia and hypoxia (24 h) using fluorescent *in situ* hybridization (FISH). miR-210-3p is found in nucleus in normoxia and hypoxia. DAPI was used to stain nuclei of the cells. miR-210-3p is stained in red. To better display the co-localization of nuclear and miR-210-3p staining, areas within green and red rectangles show the view to the confocal microscopy image stack from the side.

To complement the analysis in C166 cells, we validated the most interesting miRNAs in other mouse cell lines by RT-qPCR. The expression of the miRNAs with nuclear and cytoplasmic localization, miR-3535 and miR-1291 (nuclear) and miR-27a-5p (cytoplasmic), was also observed to be similar in the cell lines MS1 (pancreatic endothelial), MOVAS (smooth muscle) and C2C12 (skeletal muscle) (Supplementary Fig. S4). In addition, miR-210-3p was upregulated in hypoxia in the cytoplasmic and nuclear fractions of these cells in a similar fashion as to that observed in C166 cells. Overall, these results demonstrate that the nuclear-cytoplasmic distribution of certain location-enriched miRNAs, and the nuclear up-regulation of miR-210-3p are similar between different cell lines derived from distinct lineages.

sRNA-seq analysis was performed using equal amounts of input RNA for each sample, and the RT-qPCR analysis performed above normalized according to a stable reference gene identified from the sequencing dataset. These experiments therefore assume that the amount of RNA in the nuclear and cytoplasmic fractions is equal. To address this potential confounding factor, RT-qPCR validation experiments were repeated using new C166 cultures in which a synthetic spike oligonucleotide (the *C*. *elegans* miRNA: cel-miR-39) was added to the nuclear and cytoplasmic fractions at the phenol extraction phase. This technical modification allowed for assumption-free RT-qPCR normalization independent of any difference in total RNA or total miRNA content between the nuclear and cytoplasmic fractions. Results for the miRNAs-of-interest (miR-27a-5p, miR-3535, miR-210-3p and miR-1291) were found to be very similar irrespective of whether the data were normalized to the exogenous spike (cel-miR-39) or the endogenous reference (miR-186-5p) (Supplemental Fig. S5). miRNA expression levels and changes upon hypoxia in cytoplasmic and nuclear compartments were similar with both normalization methods used, indicating that the expressional changes observed are not related to possible different total RNA amount of different samples.

### Analysis of sequence motifs associated with enrichment in nuclear and cytoplasmic fractions

Given that it has been previously reported that a hexanucleotide motif (5′-AGUGUU-3′) located at the 3′ terminus of miR-29b-3p was capable for directing this miRNA to the nucleus^14^ we sought to determine the nucleocytoplasmic distribution of miR-29 family members in our sRNA-seq data. miR-29b-3p was found to be significantly enriched in the nucleus by 2.4-fold (Fig. 5a). However, miR-29a-3p and miR-29c-3p (which lack the hexanucleotide motif) were similarly found to be significantly nuclear-enriched, although to a lesser extent; 1.8-fold and 1.5-fold respectively. 

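miR-29b-3p had 435 ± 79.1 normalized counts in the nucleus and 183 ± 40.0 in the cytoplasm (SD, n = 6 libraries each). The log2 nucleus/cytoplasm ratio was 1.25 (standard error 0.18, adjusted p = 4.4e-05 from limma), which is 2.38-fold. The call was lost with the 0 h libraries only, where the ratio was 0.67, and with the total count without miR-21a-5p as the scale, where it was 0.86. The mature miRNA comes from a pair of hairpins on GRCm38, on chromosome 6 (31063023 to 31063093) and on chromosome 1 (195037040 to 195037120). Reads from either cannot be assigned to 1 of them. From 0 h to 24 h, miR-29b-3p was not called in either fraction, but its response differed between them by 0.83 (standard error 0.32, adjusted p = 0.047 from limma). That call was lost in 11 of 22 alternatives, among them scaling to the total count or to miR-186-5p.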

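miR-29a-3p, the most abundant member of the family here, had 18831 ± 2328 normalized counts in the nucleus and 10375 ± 1487 in the cytoplasm, and miR-29c-3p had 37.7 ± 4.55 and 24.6 ± 6.92 (SD, n = 6 libraries each). The log2 nucleus/cytoplasm ratio was 0.86 (standard error 0.14, adjusted p = 7.6e-05 from limma) for miR-29a-3p, under 2-fold, and 0.63 (standard error 0.20, adjusted p = 0.013 from limma) for miR-29c-3p, which did not pass the threshold. Both stayed higher in the nucleus under every scaling. Of the 4 measured arms of the family, 1 was called nuclear and none cytoplasmic, also when adjusted over the list alone, with a median ratio of 0.75 (adjusted p = 0.17 from camera). With the total count without miR-21a-5p as the scale, none was called.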

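miR-29a-5p, the other arm of the miR-29a hairpin on chromosome 6 (31062660 to 31062747), had 37.6 ± 8.66 normalized counts in the nucleus and 43.4 ± 20.2 in the cytoplasm (SD, n = 6 libraries each). The log2 nucleus/cytoplasm ratio was -0.07 (standard error 0.31, adjusted p = 0.87 from limma). It fell from 0 h to 24 h in the cytoplasm, with -1.48 (standard error 0.30, adjusted p = 0.00049 from limma), and in the nucleus the change was -0.08 (standard error 0.30). The responses differed between the fractions by 1.39 (standard error 0.41, adjusted p = 0.012 from limma). The cytoplasmic fall and this difference were not called when libraries were scaled to the total count or to miR-186-5p. At these counts, under 50 on average, counting noise adds to the spread.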

The minor arm of miR-29a (i.e. miR-29a-5p) was also detected in our sequencing data, and was not significantly enriched in either fraction (Fig. 5a). We next searched for other detected miRNAs containing the hexanucleotide motif. 

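The hexamer AGTGTT, the DNA form of the motif, occurs in 12 of the hairpins of the measured miRNAs on GRCm38, and 16 measured miRNAs come from these hairpins. In the hairpins of miR-29b it lies near the 3ʹ end, at positions 64 to 69 of 71 (chromosome 6) and 69 to 74 of 81 (chromosome 1), counted from the 5ʹ end of the hairpin. In those of miR-199a it lies at positions 9 to 14 of 70 (chromosome 9) and 34 to 39 of 110 (chromosome 1), and in that of miR-199b at 29 to 34 of 110 (chromosome 2). The reference used gives hairpins without the limits of the mature arms, so a hexamer in a hairpin need not lie in a mature miRNA.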

Only two such miRNAs were identified; miR-199a-5p and miR-199b-5p, in which the motif was located towards the 5ʹ end, starting at position 4 (Fig. 5b). These miRNAs were modestly nuclear-enriched by 1.4-fold and 1.5-fold respectively, but dynamically changed their nucleocytoplasmic distribution upon hypoxic stimulus. Furthermore, in the unperturbed normoxic state (time 0 h) miR-199a-5p and miR-199b-5p were expressed at equivalent levels in both compartments (Fig. 5c). 

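miR-199a-5p rose in the nucleus with time, from 8317 ± 1011 normalized counts at 0 h to 10721 ± 1043 at 2 h and 14119 ± 657 at 24 h, and in the cytoplasm it had 8727 ± 596 at 24 h (SD, n = 2 each). miR-199b-5p had 1921 ± 183 in the nucleus and 1389 ± 50.4 in the cytoplasm at 24 h. Over all times the log2 nucleus/cytoplasm ratio was 0.48 (standard error 0.17, adjusted p = 0.026 from limma) for miR-199a-5p and 0.44 (standard error 0.28, adjusted p = 0.19 from limma) for miR-199b-5p, and neither was called. From 0 h to 24 h in the nucleus, miR-199b-5p rose by 1.27 (standard error 0.22, adjusted p = 0.00030 from limma), a call that was lost without either replicate of 24 h, and miR-199a-5p by 0.77 (standard error 0.16, adjusted p = 0.0011 from limma), under 2-fold. In the cytoplasm the log2 fold changes were 0.14 for miR-199a-5p and 0.85 for miR-199b-5p. The response of miR-199a-5p differed between the fractions by 0.62 (standard error 0.24, adjusted p = 0.044 from limma), a call lost when scaled to the total count or to miR-186-5p, with size factors within each fraction, or without any 1 of 6 libraries (replicate 1 of the cytoplasm at 0 h, replicate 2 of the nucleus at 0 h and each replicate of 24 h in either fraction). That of miR-199b-5p did not differ, with 0.42 (standard error 0.29, adjusted p = 0.24 from limma), and changed sign with the total count or miR-186-5p as the scale.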

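At 0 h, miR-199a-5p had 7901 ± 495 normalized counts in the cytoplasm, and miR-199b-5p had 770.2 ± 62.1 in the cytoplasm and 800.5 ± 127 in the nucleus (SD, n = 2 each). For both miRNAs the fractions differed at 0 h by less than the SD between nuclear replicates. At 2 h, the cytoplasm held 6730.5 ± 1511 of miR-199a-5p and 728 ± 113 of miR-199b-5p, and the nucleus 1299 ± 396 of miR-199b-5p (SD, n = 2 each). From the distribution of the miR-29 and miR-199 families, the paper proposes that the motif does not act as a signal for nuclear enrichment in these cells.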

Taken together, these findings suggest that the miR-29b-3p hexanucleotide motif is not a *bone fide* nuclear-enrichment signal, at least in this context. Notably, several other studies have failed to detected enrichment of this motif in nuclear sRNA libraries, consistent with the findings reported here^11,12^.

**Figure 5:**
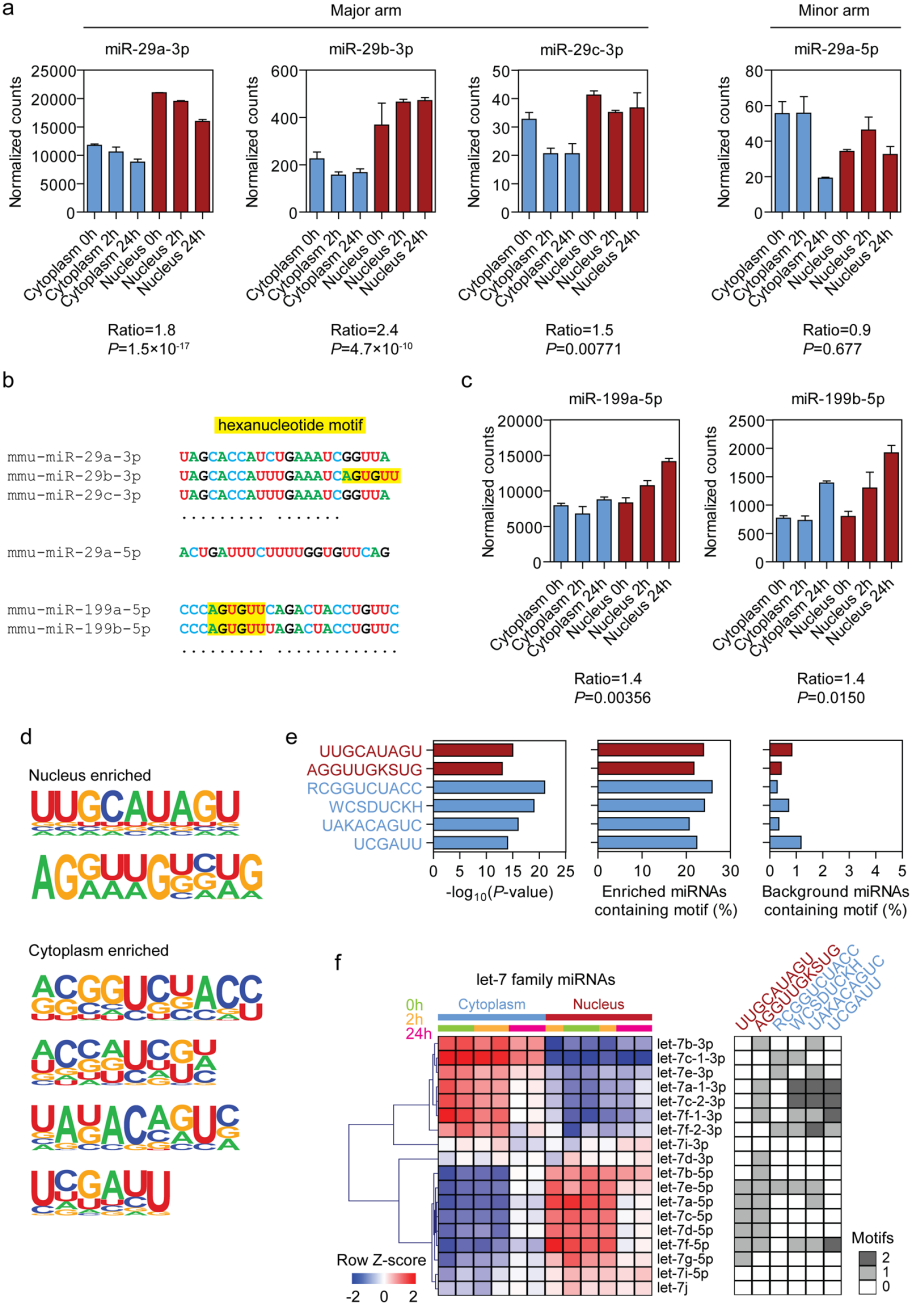
Analysis of putative miRNA sequence motifs affecting subcellular localization. (**a**) sRNA-seq normalized counts values for C166 nuclear and cytoplasmic fractions, with and without hypoxic stress, for the major arms of miR-29 family, and the minor arm of miR-29a-5p. (**b**) Alignments of all detected miR-29 miRNA family members, and miR-199a/b-5p. The positions of the 5ʹ-AGUGUU-3ʹ hexanucleotide motif are indicated in yellow. (**c**) Normalized sRNA-seq counts for miR-199a/b-5p. (**d**) Nuclear and cytoplasmic enrichment sequences identified by *de novo* motif enrichment. (**e**) Output statistics for *de novo* motif discovery; enrichment *P*-values, percentage of enriched miRNAs in containing each motif, and percentage of non-enriched miRNAs (i.e. background) containing each motif. (For ambiguous nucleotides; K = U or G, S = G or C, R = A or G, W = A or U, D = A, G, or U, and H = A, C, or U). (**f**) Heatmap of sRNA-seq data for let-7 family members. Scale bars show mean-centered log_2_ normalized counts (row Z-score) where red and blue indicate higher and lower than mean abundance respectively. Occurrences of each enrichment motif in each family member are indicated in the greyscale heatmap. All values are mean ± SEM, *n* = 2 (sRNA-seq).

We next used *de novo* motif analysis to identify potential signals that might confer enrichment in either the nucleus or the cytoplasm. Two motifs were significantly enriched in nuclear-localized miRNAs, whereas four motifs were enriched in cytoplasm-localized miRNAs (Fig. 5d,e). Upon inspection of motif annotation results, it became apparent that in many cases, motifs were commonly identified in related miRNA family members. This effect was most strongly apparent for the let-7 family (Fig. 5f). As such, the empirically-determined nuclear enrichment signals 5ʹ-UUGCAUAGU-3ʹ and 5ʹ-AGGUUGKSUG-3ʹ (these motifs also have the potential to overlap) where found to be present in almost all of the let-7 family members that exhibited nuclear enrichment. Interestingly, nuclear enrichment was observed only for the 5ʹ arm (i.e. the dominant arm) of the let-7 family members. In contrast, 3ʹ arm let-7 family members (i.e. the minor arm that is expressed with ~10 times fewer read counts than the dominant arm) were almost exclusively enriched in the cytoplasm, and contained many of the empirically-identified cytoplasmic enrichment motifs. These findings demonstrate that the 5ʹ and 3ʹ arms of let-7 family miRNAs exhibit opposite nucleocytoplasmic localization. 

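let-7f-5p and let-7a-5p had the largest nuclear enrichment of the let-7 5ʹ arms, with log2 nucleus/cytoplasm ratios of 2.00 (standard error 0.32) and 1.91 (standard error 0.32). let-7b-5p, let-7e-5p, let-7c-5p, let-7d-5p, let-7g-5p and miR-98-5p were called nuclear as well, with ratios from 1.22 to 1.70. let-7i-5p and let-7j were higher in the nucleus at less than 2-fold, with 0.82 (standard error 0.14, adjusted p = 0.00017 from limma) and 0.62 (standard error 0.16, adjusted p = 0.0037 from limma). So 8 of 10 measured 5ʹ arms were called nuclear and none cytoplasmic, with 8 when adjusted over the list alone and 6 when scaled to the total count without miR-21a-5p. The median ratio was 1.48 (adjusted p = 0.00020 from limma's camera, adjusted p = 0.42 with an estimated correlation). The 5ʹ arms stayed higher in the nucleus under every scaling. Several of these mature miRNAs come from more than 1 hairpin.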

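let-7c-1-3p, let-7b-3p, let-7f-1-3p, let-7c-2-3p, let-7a-1-3p, let-7e-3p and let-7f-2-3p were called cytoplasmic, with log2 nucleus/cytoplasm ratios from -3.40 to -1.20. let-7c-1-3p had -3.40 (standard error 0.25, adjusted p = 2.5e-08 from limma). let-7d-3p, let-7i-3p and miR-98-3p were not called, with 0.12, 0.03 and -0.07. So 7 of 10 measured 3ʹ arms were cytoplasmic and none nuclear, also when adjusted over the list alone and under each scaling, with a median of -1.40 (adjusted p = 0.0055 from camera, adjusted p = 0.42 with an estimated correlation). In each of the 9 let-7 hairpins with both arms in the table, the 5ʹ arm was the more abundant. The 5ʹ arm had 10.2 to 1663 times the mean count of the 3ʹ arm, with a median of 58.6.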

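In all 9 let-7 hairpins with both arms measured, the 3ʹ arm lay more in the cytoplasm than the 5ʹ arm. The distance was largest for let-7c-1, where the ratio of the 3ʹ arm was lower by 4.95 on the log2 scale, and smallest for let-7i, where it was lower by 0.785. The arms moved towards each other at 24 h of hypoxia. The response of the 5ʹ arms was more negative in the nucleus than in the cytoplasm for all 10, with 8 called (9 when adjusted over the list alone) and a median difference of -1.79 (adjusted p = 1.7e-07 from camera, adjusted p = 0.24 with an estimated correlation). For the 3ʹ arms it was more positive for 9 of 10, with 8 called (8 when adjusted over the list alone) and a median of 1.18 (adjusted p = 0.0040 from camera, adjusted p = 0.34 with an estimated correlation), and 4 were called when scaled to the total count or to miR-186-5p. In the cytoplasm, all 10 5ʹ arms were higher at 24 h than at 0 h, with 3 called (let-7b-5p, let-7e-5p and let-7a-5p, 3 when adjusted over the list alone), and 2 to 8 were called under the other scalings and 5 without replicate 2 of 0 h. From the opposite enrichment of the arms, the paper concludes that they differ in their nucleocytoplasmic localization.

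**Figure D3:**
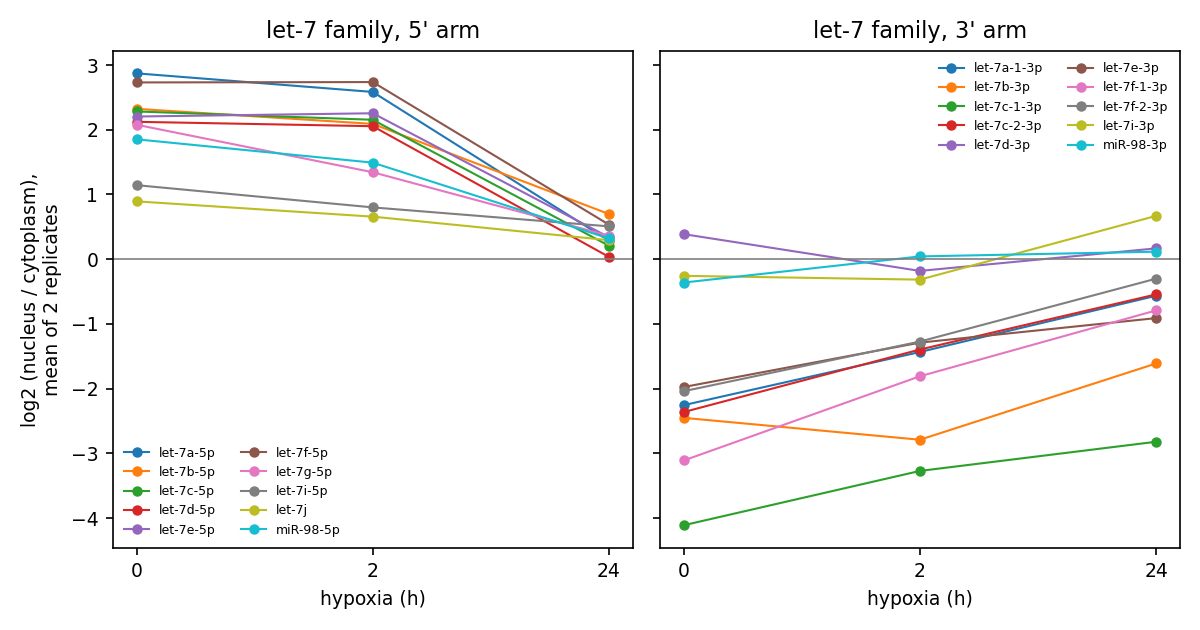
Log2 nucleus/cytoplasm ratio (mean of 2 replicates) of each let-7 5ʹ arm (left) and 3ʹ arm (right) against hours of hypoxia, with 1 line per miRNA. The 5ʹ arms lie above 0 and approach it at 24 h, and most 3ʹ arms lie below 0 and approach it. All 10 5ʹ arms responded more negatively in the nucleus under every scaling.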

The detection of multiple related miRNAs is therefore likely to have skewed the motif enrichment analysis. It is consequently non-trivial to determine if the identified nuclear enrichment motifs are directing their associated miRNAs to distinct subcellular locations, or if they are identified as a consequence of multiple co-regulated miRNAs with high sequence similarity biasing the motif enrichment analysis. Specific details of the *de novo* motif enrichment analysis are described in Supplementary File S1.

## Discussion

In this study we have profiled the subcellular localization of miRNAs in endothelial cells, and identified a set of miRNAs which exhibit nuclear enrichment. Furthermore, induction of hypoxia resulted in differential miRNA expression changes that were spatially restricted to either the nucleus or cytoplasm, or a small number of changes that occurred simultaneously in both compartments. This is the first study to profile subcellular compartment-specific differential miRNA expression, and provides a strong rationale for the investigation of nuclear and cytoplasmic miRNA levels in other biological contexts.

Hypoxia-associated changes in miRNA levels in the nucleus are highly suggestive of functional significance. However, the mechanisms-of-action for nuclear miRNAs are at present incompletely understood. Studies of TGS and TGA mediated by exogenous small RNAs provided early clues that endogenous miRNAs might regulate transcription in a similar manner. Indeed, there have now been multiple studies that have demonstrated miRNA-mediated transcriptional regulation^7,26–33^. It is generally thought that in these instances, the miRNA directs an Argonaute-containing protein complex to non-coding, promoter-associated transcripts^26,27,29^. Exogenous small RNAs have also been shown to regulate pre-mRNA splicing decisions^34–36^, although such effects have yet to be demonstrated for endogenous miRNAs. The observation that siRNAs are capable of silencing nuclear-localized target transcripts implied a similar activity for miRNAs^16,37,38^. Indeed, a recent study by Sarshad *et al*., showed that AGO2 protein is highly expressed in the nuclei of stem cells, where it mediates the silencing of nuclear transcripts, such as pre-mRNAs^39^. Aside from the regulation of gene expression, the miRNA processing machinery has also been implicated in the cellular response to DNA damage^40,41^, the regulation of 3-dimensional chromatin structure^42^, and regulation of the production of intron-included, truncated proteins as a consequence of direct interactions between the miRNA and genomic DNA^43^.

Relative to the enormous research effort directed towards canonical miRNA activity, the nuclear targets and functions of specific miRNAs have so far been largely neglected. Further studies are needed to elucidate the mechanisms through which nuclear miRNAs execute their functions in different cell types and physiological conditions. Given the diversity of functional possibilities this presents a significant task. Analogous to the manner by which the post-transcriptional regulation of mRNA expression and translation can be fine-tuned by multiple miRNAs binding on multiple co-acting sites^44^, multiple non-canonical mechanisms mediated by multiple miRNA may be acting on a gene in the nucleus at any one time. (For example, miRNAs also have the potential to target mRNA coding regions^45^ and intronic sequences in newly transcribed pre-mRNA^39^ simultaneously). One approach is to predict miRNA target sequences in regions that are considered non-canonical targets^46^. However, this strategy does not take into account the transcriptional landscape of the cell of interest, which is expected to be highly lineage specific (e.g. a gene expressed at very high levels might not be susceptible to gene activation). Predictions are also expected to have a high false positive rate, and so extensive experimental validation is required to identify *bona fide* miRNA-target interactions. Alternatively, crosslinking immunoprecipitation techniques can be used to empirically determine miRNA binding events^47,48^. These techniques suffer from the limitation of having relatively low resolution, and of being technically challenging.

miRNAs constitute a promising class of therapeutic target molecules that can be inhibited using antisense oligonucleotides or mimicked using synthetic siRNAs, shRNAs or artificial miRNAs^49^. Our group has previously demonstrated transcriptional regulation of *Vegfa* expression by promoter-targeted shRNAs *in vitro* and *in vivo*^9,10^. Depending on their target site, these shRNAs are able to either up-regulate (TGA) or down-regulate (TGS) *Vegfa* expression^9^. These shRNAs were shown to exert positive therapeutic effects in both hindlimb ischemia and myocardial infarction models^9,10^. Similarly, an siRNA which activates CEBPA expression^50^ is being explored as a treatment for hepatocellular carcinoma with patients currently being enrolled for a phase I clinical trial sponsored by MiNA Therapeutics^51^. As such, nuclear miRNA functions offer new possibilities for the manipulation of gene expression, or may be novel targets in their own right.

Given that altered miRNA expression in hypoxia gives rise to multiple gene expression changes associated with canonical miRNA function^17^, our data suggest that nuclear miRNAs may similarly regulate a wide variety of hypoxia-associated genes through non-canonical mechanisms. This is exemplified by the well-established hypoxamiR miR-210-3p, which was significantly increased in the nucleus of the cells upon hypoxic stimulus, and therefore likely regulates a plethora of nuclear targets. This notion is supported by a previous report showing the interaction between miR-210-3p and the nuclear lncRNA *XIST*^25^. Indeed, interaction between small RNAs and lncRNAs is a common theme. For example, miR-9 has been shown to downregulate *MALAT1* in the nucleus^52^, and promoter-associated transcripts have been shown to regulate transcription of the *VEGFA* locus by acting as targets for TGA-inducing small RNA^53^.

Notably, hypoxic conditions can vary in different physiological contexts with corresponding differences in the cellular gene expression response. This was demonstrated in a recent study in the context of the tumor microenvironment where the commonly-used, continuous, long-term hypoxia condition was compared to a shorter cyclic hypoxia protocol^54^. Previously-described hypoxamiRs were identified in the long-term hypoxia model, but cyclic hypoxic conditions resulted in a different expression pattern, with only 31 common miRNAs between these groups (including miR-210-3p). These observations illustrate the complexity of ncRNA regulation in hypoxia, an issue compounded when considering the possible functions of miRNAs in the nucleus.

Components of the RNAi machinery such as AGO2, Dicer, and GW182 (TRNC6A) have been shown to be present in the nucleus^16^. Given that Dicer processing and RISC loading are generally considered to be restricted to the cytoplasm^16^, this would necessarily require mechanisms for the re-import of miRNAs to the nucleus. The karyopherins exportin-1 (XPO1)^55^ and importin-8 (IPO8)^56^ have been implicated in the transport of miRNA shuttling across the nuclear envelope. Recently, it was also shown the stress-induced response complex (SIRC) (consisting of AGO1, AGO2, YB1, CTCF, FUS, SMAD1, SMAD3, and SMAD4 proteins) is involved in nucleocytoplasmic trafficking of miRNAs in a cellular stress-dependent manner^57^. As such, RNA binding proteins and complexes like SIRC may regulate the subcellular distribution of miRNAs, as we observe also in response to hypoxic stimulus. Some studies have suggested that short sequence motifs might act as nuclear localization signals, as in the case of the 3ʹ terminal hexanucleotide motif in miR-29b-3p, presumably by recognizing specific RNA binding proteins such as ANT2 (ADP/ATP translocase 2)^58^. However, while we did observe a modest nuclear enrichment of miR-29b-3p, the related miRNAs miR-29a-3p and miR-29c-3p which lack the hexanucleotide motif were similarly nuclear-enriched. We have previously suggested an alternative hypothesis whereby miRNAs are non-specifically shuttled between nucleus and cytoplasm and then become enriched in the compartment where their target transcripts are most concentrated^2,59,60^.

In conclusion, this study demonstrates that miRNAs are differentially expressed in the nucleus and cytoplasm in response to hypoxic stress. These findings offer new insights into the molecular response to hypoxia, and for the function of miRNAs in general. Studies of ncRNA networks in gene regulation by our group and others significantly expand our understanding of the role of miRNAs beyond their canonical PTGS functions, and suggest that a vibrant world of ncRNA biology and regulatory potential resides within the nucleus.

## Materials and Methods

### Cell culture

C166 (yolk-sac-derived mouse endothelial cells, ATCC:CRL-2581), C2C12 (skeletal myoblast-derived mouse muscle cells, ATCC:CRL-1772), MS1 (pancreas/islet of Langerhans-derived mouse endothelial cells, ATCC:CRL-2279) or MOVAS (aorta-derived smooth muscle cells, ATCC:CRL-2797) cells were maintained under normal conditions (37 °C, 5% CO_2_). Cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) (Sigma-Aldrich) containing 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin (PS). For hypoxia experiments, cells were cultured in a hypoxia chamber with 1% O_2_, 5% CO_2_ (Baker Ruskinn).

### Western blot

Protein samples were extracted from nuclear and cytoplasmic fractions according to protocol by Gagnon *et al*.,^18^ and with TRI reagent (Molecular Research Center) according to the manufacturer’s instructions. For western blot, equal volumes of extracted protein were loaded on precast gels (Mini-Protean TGX Stain-free Precast Gel, 4–20%, Bio-Rad) and transferred to nitrocellulose membranes (Trans-Blot Turbo Bio-Rad Midi, 0.2 μm nitrocellulose, Bio-Rad). The membranes were blocked with 5% milk for 1.5 hours at room temperature, washed with TBST (0.15 M sodium chloride, 0.050 m TRIS-HCl buffer; 0.05% Tween 20; pH 7.6) and incubated with antibodies against a known nuclear protein (anti-trimethyl-histone H3 (Lys27), Millipore, 1:2,500) and a cytoplasmic protein (anti-β-tubulin, Sigma Aldrich, 1:1,000) overnight at 4 °C. The membranes were washed with TBST and incubated with secondary antibodies (goat anti-rabbit IgG (H + L), HRP-conjugated, Invitrogen; anti-mouse IgG, HRP-conjugated, R&D systems; both 1:5,000) for 1 hour at room temperature. Membranes were analyzed using ECL Plus Western Blotting Substrate (Pierce) and imaged with the ChemiDoc Imaging System (Bio-Rad).

### RNA extraction and small RNA-sequencing

For sRNA-sequencing samples, C166 cells were cultured in hypoxic conditions for 0, 2 or 24 hours and cells were separated into nuclear and cytoplasmic fractions, as described previously^18^. Briefly, the cells were collected from 15 cm plates by scraping and washed once with cold PBS. Cells were pelleted by centrifugation at 700 *g* for 5 minutes and lysed with hypotonic lysis buffer (10 mM Tris (pH 7.5), 10 mM NaCl, 3 mM MgCl2, 0.3% (vol/vol) NP-40, 10% (vol/vol) glycerol) to collect the cytoplasmic fraction. Cytoplasmic RNA was obtained by ethanol precipitation overnight at −20 °C followed by re-extraction using TRI reagent. The remaining nuclear pellet was washed three times with the hypotonic lysis buffer, followed by extraction with TRI reagent according to the manufacturer’s instructions. Libraries were prepared using the NEBNext Multiplex Small RNA Library Prep Set for Illumina kit (New England Biolabs). Equimolar quantities of each library were pooled and small RNA sequencing performed as a service by Exiqon A/S (Vedbaek, Denmark). FASTQ files were trimmed using Trimmomatic^61^ and aligned to reference genome (miRBase release 20) using bowtie2 (v2.1.0)^62^. Differential expression was tested using DESeq2 ^20^ which utilizes the Wald test for determining statistical significance. (Benjamini-Hochberg adjusted *P*-values are reported). Counts data for the full dataset are provided in Supplementary Data S1. sRNA-seq data were analyzed using the NormFinder method^21^ which identified miR-186-5p as being stably expressed between all experimental groups. This miRNAs was subsequently selected as a reference gene for RT-qPCR data normalization. Alternatively, 15 fmol of cel-miR-39 ssRNA was added to the samples during phenol extraction phase and was used as spike-in to calculate relative expression of miRNAs.

### RT-qPCR

Total RNA samples were treated with DNase I, RNase-free (Thermo Fisher Scientific) in order to eliminate genomic DNA contamination. For miRNA analysis, cDNA synthesis was performed using the TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher Scientific) according to manufacturer’s protocol and analyzed using miRNA-specific TaqMan assays (mmu-miR-27a-5p ID: 002445; mmu-miR-3535 ID: CTEPR23; mmu-miR-186-5p, ID: 002285, mmu-miR-210-3p ID: 000512; mmu-miR-1291, ID: 466942_mat; cel-miR-39-3p, ID: 000200; Thermo Fisher Scientific).

For expression analysis of lncRNAs and tRNAs, cDNA was synthesized using RevertAid Reverse Transcriptase (Thermo Scientific) and random hexamer primers (lncRNA) or gene-specific primers (tRNA) (reverse primers, Supplemental Table 1) and quantified using Maxima SYBR Green/ROX qPCR Master Mix (2×) (Thermo Fisher Scientific). Thermal cycling was performed using a LightCycler480 (Roche) with the following program: 10 min at 95 °C, followed by 50 cycles of 15 s at 95 °C and 60 s at 60 °C. Primers for lncRNA and tRNA analysis are shown in Supplemental Table 1. RT-qPCR data were analyzed using the ΔΔCq method where normalization was available, or the ΔCq method for un-normalized data (validation of nuclear-cytoplasmic fractionation only). Statistical significance was assessed by one-way ANOVA with Bonferroni *post hoc* correction or *t*-test with Welch correction as appropriate (GraphPad Prism 5 (GraphPad Software, La Jolla, CA, USA)).

### miRNA fluorescent *in situ* hybridization (FISH)

For miRNA FISH, C166 cells were seeded on 8-well chamber slides and grown in normoxia or hypoxia (24 h). ViewRNA miRNA ISH Cell Assay Kit (Thermo Fisher Scientific) was used for the hybridizations according to the manufacturer’s protocol. ViewRNA Cell Plus Probe Set (Thermo Fisher Scientific) was used to detect miR-210-3p (assay ID: VM1-10263-VCP, detection label Alexa Fluor 546). Cell nuclei were visualized using DAPI stain. Pictures were taken using ZEISS LSM700 confocal microscope using 40× oil objective and analyzed with ZEN lite blue 2.6 software (ZEISS).

### *de novo* motif enrichment

Sequence motifs were identified in lists of miRNA sequences (enriched in either nucleus or cytoplasm) using HOMER (v4.9.1)^63^. Motifs were restricted to between 6 and 10 nucleotides, and analysis run in strand-specific mode using the findMotifsGenome.pl function. miRNA sequences were subsequently annotated to identify those which contained one or more HOMER-identified motifs using the annotatePeaks.pl function.

## Supplementary information

Supplementary information

Dataset 1

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^64^ and are accessible through GEO Series accession number GSE125390 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125390).

# Supplementary material for: Changes in nuclear and cytoplasmic microRNA distribution in response to hypoxic stress
**Source:** Sci Rep. 2019 Jul 17;9:10332. doi: 10.1038/s41598-019-46841-1
**Supplement:** Supplementary file 1 — Supplementary information

**Changes in nuclear and cytoplasmic microRNA distribution in response to hypoxic stress**

Tiia A. Turunen, Thomas C. Roberts^§^, Pia Laitinen^§^, Mari-Anna Väänänen, Paula Korhonen, Tarja Malm, Seppo Ylä-Herttuala and Mikko P. Turunen^*^

**SUPPLEMENTARY INFORMATION**

**Supplementary Data S1**. Full dataset including the counts data and motif analysis.

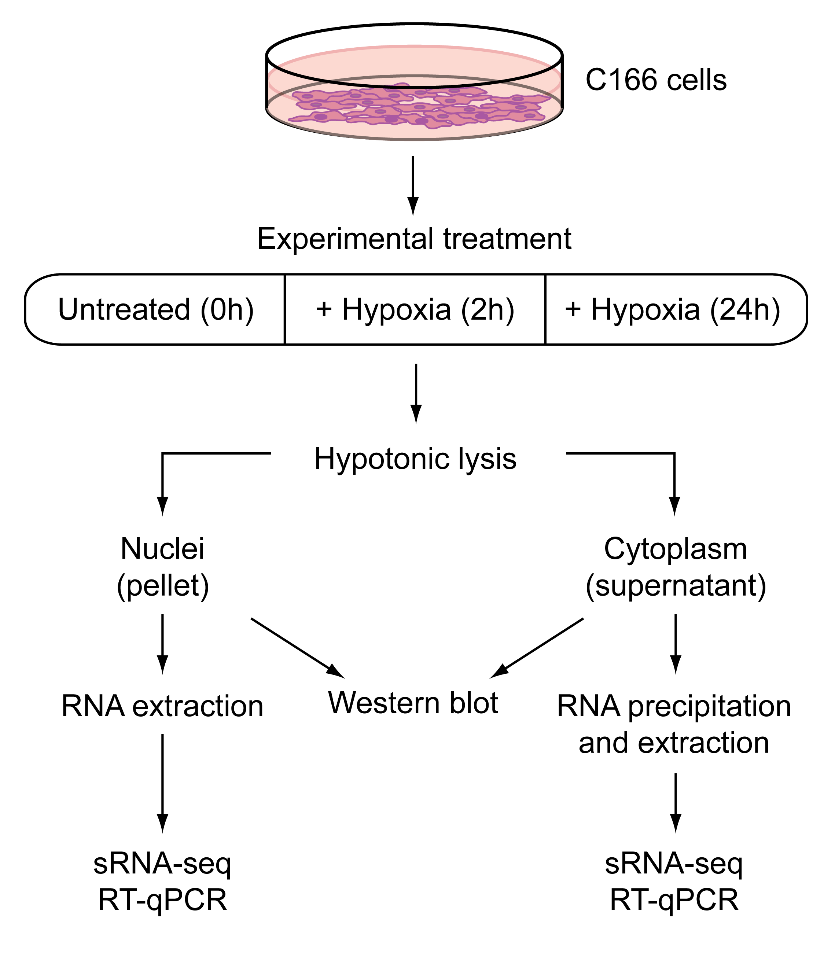

**Supplementary Figure S1.** Experimental design. Schematic of sample preparation. C166 cells were cultured in normoxic conditions or hypoxic conditions for 2 or 24 hours. Nuclear and cytoplasmic fractions were isolated and purity was assessed by Western blot or RT-qPCR. RNA extracts were analyzed by sRNA-seq.

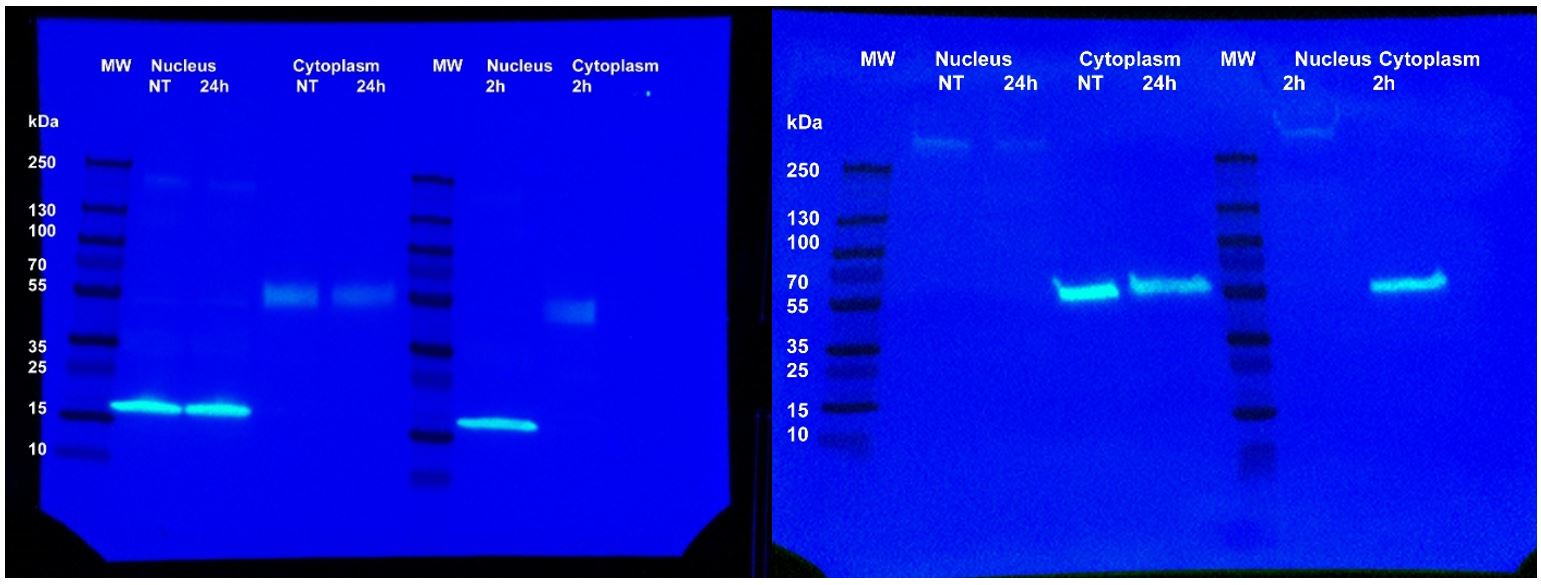

**Supplementary Figure S2.** Whole western blot image for histone H3 (left) and β-tubulin (right).

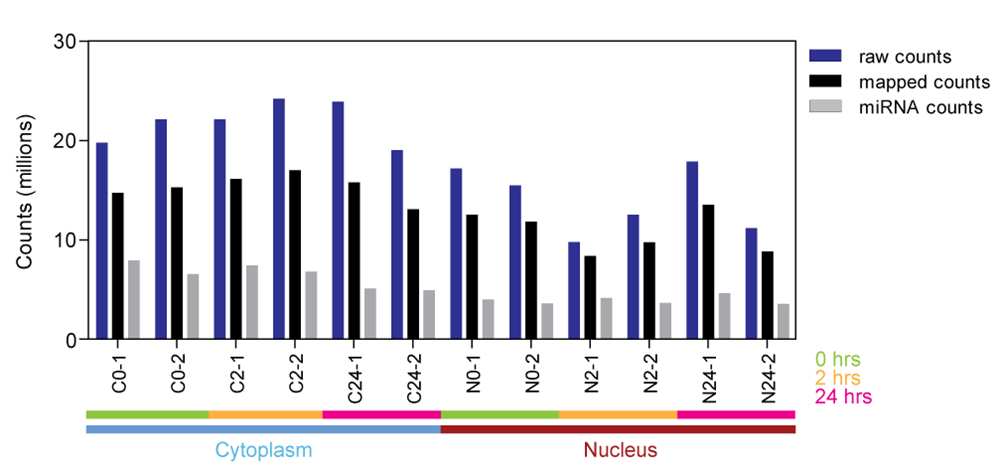

**Supplementary Figure S3.** Sequencing statistics**.** Library sizes, number of mapped reads, and number of miRNA-mapping counts for all samples analyzed in this study.

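In the reads assigned to the 350 miRNAs, the cytoplasmic libraries of replicates 1 and 2 held 7787926 and 6398901 reads at 0 h, 7283309 and 6635673 at 2 h, and 4809100 and 4708753 at 24 h. The nuclear libraries held 3791115 and 3396602 at 0 h, 4049049 and 3481688 at 2 h, and 4375616 and 3379276 at 24 h. The deposited table holds no count of all reads or of mapped reads, so these could not be set beside them. The size factors recovered from the table lay between 1.18 and 1.69 in the cytoplasm and between 0.642 and 0.893 in the nucleus.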

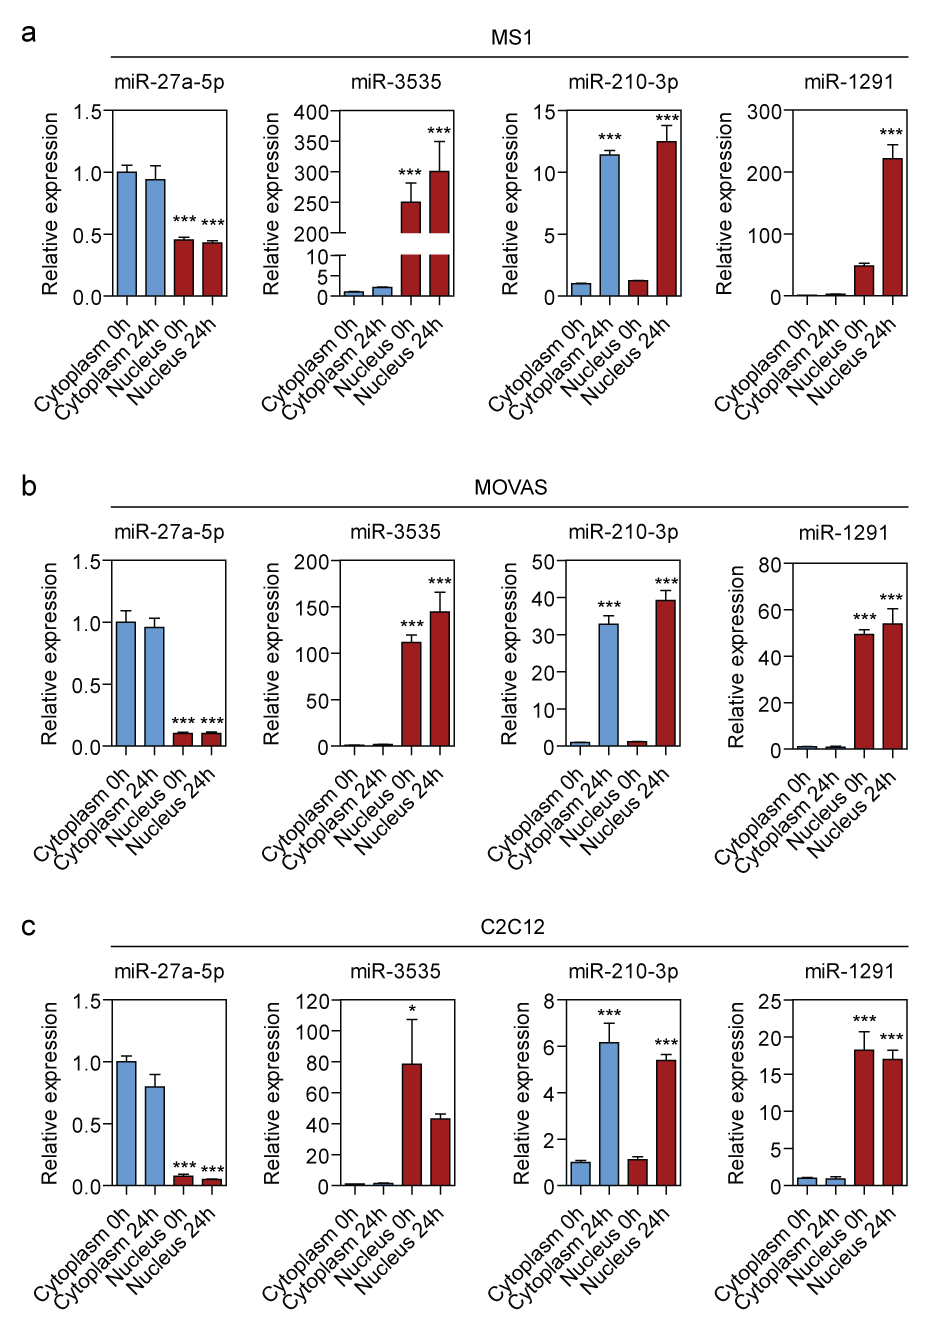

**Supplementary Figure S4.** To validate the results observed in the C166 cells, the expression of the miRNAs that are most expressed in cytoplasm (miR-27a-5p) and in the nucleus (miR-3535, miR-1291) and the most differentially expressed miRNA upon hypoxia in the nucleus (miR-210-3p) in C166 data was validated in three other mouse cell lines MS1 (a), MOVAS (b) and C2C12 (c). miRNA-levels were normalized to miR-186-5p levels and the mean value of the Cytoplasm 0h group scaled to a value of one. Values are mean±SEM, *n*=4, **P*<0.05, ***P*<0.01, ****P*<0.001 (one-way ANOVA and Bonferroni *post hoc* test, statistical comparisons are to the Cytoplasm 0h group).

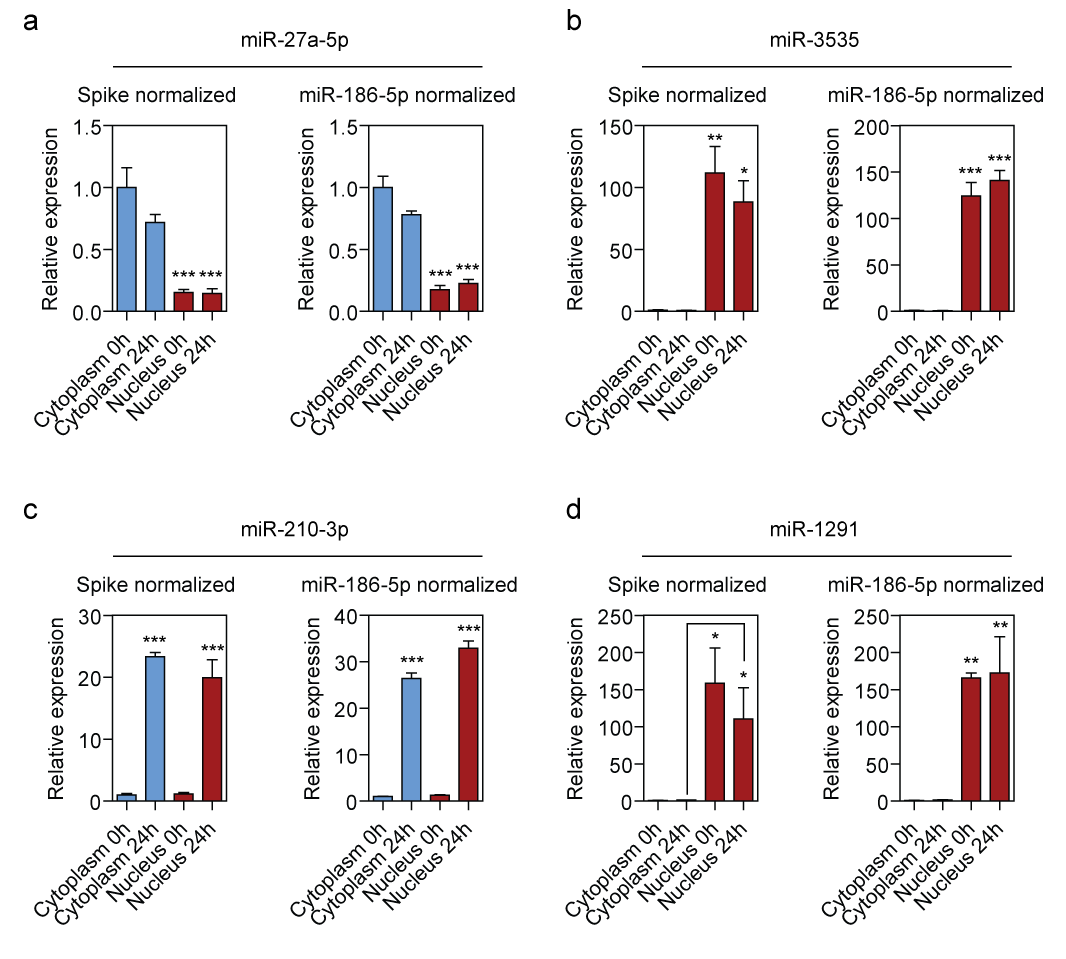

**Supplementary Figure S5.** Evaluation of RT-qPCR normalization methods. C166 samples were spiked with 15 fmol cel-miR-39 RNA in RNA extraction and RT-qPCR performed for miRNAs of interest (a) miR-27a-5p, (b) miR-3535, (c) miR-210-3p and (d) miR-1291 and normalized to either miR-186-5p levels or to the spike (cel-miR-39). Mean value of the Cytoplasm 0h group was scaled to a value of one. Values are mean±SEM, *n*=3, **P*<0.05, ***P*<0.01, ****P*<0.001 (one-way ANOVA and Bonferroni *post hoc* test, statistical comparisons are to the Cytoplasm 0h group, unless otherwise indicated).

**Supplementary Table S1.** PCR primer sequences for lncRNA and tRNA expression analysis. All sequences are 5ʹ to 3ʹ.

|  | **Forward primer sequence** | **Reverse primer sequence** |
| --- | --- | --- |
| ***Malat1*** | GCTGGTAACCGCTGCTATAA | CAGAGAATCCAGACCCAGTAAG |
| ***Neat1*** | CGCTACTGACCACAGACTTTAC | GTTGGATTGGGTCTCCTTCTAC |
| **tRNA-Lys-TTT-1-3** | GCCCGGATAGCTCAGTCG | CGCCCGAACAGGGACTTG |
| **tRNA-Met-CAT-1-2** | GCCTCGTTAGCGCAGTAG | TGCCCCGTGTGAGGATCG |

How the deposited data were processed for this re-analysis (not part of the article)

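RNA from the nuclear and cytoplasmic fractions of C166 cells was sequenced after 0, 2 and 24 h of hypoxia, in 12 libraries that form 6 groups of 2 replicates. The authors converted the base calls with bcl2fastq, trimmed the reads with Trimmomatic, aligned them with Bowtie2 2.1.0 and normalized the counts per miRNA with DESeq2. The signal values the authors deposited are these normalized counts for 350 miRNAs. The deposited log2 values are the authors' log2 fold changes per comparison, and the deposited p-values used here are the authors' DESeq2 p adjusted for multiple testing. The table holds the same normalized counts as the paper's supplementary table, with a largest relative difference of 4.87e-06. A pair of its nuclear columns carry headings that do not match the libraries. The column headed 2 h against 0 h follows 24 h against 0 h here, and the column headed 24 h against 0 h follows 24 h against 2 h.

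Comparisons were fitted on log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, with a variance trend on abundance and Benjamini-Hochberg adjustment over the 350 miRNAs. Nucleus and cytoplasm were compared over all 12 libraries with fraction as the only term. The changes at 2 h and 24 h were fitted over the 6 libraries of each fraction. The difference between fractions in the 24 h response was the interaction over 6 group means. No miRNA was removed, since each had at least 10 reads in every library. The nuclear libraries held fewer reads than the cytoplasmic libraries, which limits the precision for rare miRNAs. Lists of miRNAs were fixed before the tests, 18 in all, of which 14 had enough measured members and were tested with camera at a preset correlation of 0.01 and at an estimated correlation, with adjustment over the lists of each of 6 comparisons. Correlations and arm differences were tested with 100000 permutations. Bootstrap intervals used 10000 resamples of the miRNAs, and 2000 for slopes. Hairpins were placed on GRCm38 with the GENCODE vM21 annotation, 347 of 350 miRNAs in all. The test was tested on simulated data with planted changes.

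The named miRNAs are every miRNA the paper names in its results, the 10 called miRNAs with the largest change in each direction whose libraries of the groups do not overlap, and up to 4 members of each list with the largest change. Values in the paper's own tables had been seen when this rule was set. The tests, thresholds, lists and most alternatives were also set then. The alternatives were another pseudocount, a filter on the mean normalized count, scaling to the total count, to that total without miR-21a-5p, to miR-186-5p or with TMM factors (trimmed by 30% and 5%), other thresholds, a replicate block, and leaving out each library. Size factors within each fraction were among them for the changes at 2 h and 24 h. For nucleus against cytoplasm, they also included time as a further term, the culture as a block and the 0 h libraries only. limma-voom on recovered reads, size factors within each fraction for nucleus against cytoplasm and for the interaction, the authors' deposited comparison and the arms at 24 h were added after the deposited table was seen. Reads were recovered as whole numbers by a size factor per library, with a largest deviation of 0.000152, and were tested with limma-voom. edgeR and DESeq2 were not run on them, because the check of the unit that would allow a count test reads the size of 1 read from the lowest values, and these hold at least 10 reads here. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The RT-qPCR, the imaging and the other cell lines of the paper have no values in the deposited table and were left out.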

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

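The tests of small RNA overlap, of mixing between fractions, also at a calculated share, and of selection were chosen after the result was seen, and the splits of the libraries and the abundance of minor arms before it. The count of miRNAs below the least level was chosen last, after the median change and the median distance from that level (0.425, -2.26 to 0.874) had left nuclear RNA in the cytoplasmic libraries undecided.

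A tested difference between the fractions flagged the 24 h response. It was called for 162 miRNAs. The largest differences among miRNAs called in both fractions were those of miR-494-3p (-3.18 on the log2 scale), miR-382-3p (-2.92) and let-7a-5p (-2.59). The let-7 5ʹ arms had a median difference of -1.79 and the let-7 3ʹ arms of 1.18 (adjusted p = 1.7e-07 and 0.0040 from camera, adjusted p = 0.24 and 0.34 with an estimated correlation). miR-21a-5p differed by 1.13, and since it holds about as many reads as all others together, its response bears on every scaling to the total. A signal in data the paper did not analyse flagged 3 further results. The minor arm of a hairpin is here the arm with the lower mean normalized count over all 12 libraries. Minor arms outside the let-7 family lay below their major arms by a median of -0.29. Of the miRNAs at least 8-fold nuclear, 71.4% lie in a gene annotated as a snoRNA, scaRNA or tRNA. The Sfmbt2 intron cluster rose by a median of 1.09 in the nucleus at 24 h (adjusted p = 0.0012 from camera, adjusted p = 0.34 with an estimated correlation).

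Whether chance could give the number of miRNAs called between nucleus and cytoplasm was tested with 100 of the 462 possible splits of the 12 libraries into 6 and 6. The real split called 104 miRNAs and the highest other split 0, so only the real split, 1 of them, was as large. The other splits keep the difference between the fractions inside each group as spread, which works against calls. The test therefore shows that the libraries separate by fraction, and cannot tell how many of the 104 calls are false.

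The strongest nuclear enrichment is in line with reads of snoRNAs and similar genes counted as miRNAs. Of 7 miRNAs at least 8-fold nuclear and placed on the genome, 5 lie in a gene annotated as such a small RNA, against 9 of 340 others (2.65%, p = 9.9e-07 from Fisher's exact test). For miR-1949 and miR-677-5p that gene carries the miRNA's own name, and counting only genes with another name leaves 3 of 7 (Gm24148, Snora34 and Snord33), against 5 of 340 (1.47%, p = 0.00027 from Fisher's exact test). The 9 others in such genes ranged from -0.70 (miR-1983) over 0.13 (miR-1843a-5p) to 2.41 (miR-1843b-3p). Read sequences and lengths were not used here, so nuclear miRNAs made from snoRNA genes cannot be told from fragments.

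Minor arms lay more in the cytoplasm than major arms in 68 of 100 hairpins. It was 49 of 67 with both arms at a mean of at least 100, and 50 of 64 where the arms differ at least 4-fold. Compared with 5 miRNAs of matched abundance that are not minor arms, the median ratio of minor arms was lower by 0.452 (95% interval -0.758 to -0.251). That argues against low abundance by itself as the cause. The matched miRNAs could include those in snoRNA genes, and the interval resamples arms and not families. A link to the gap in abundance between the arms of a hairpin is not excluded. With each family counted once, the median difference between the arms was -0.14 (permutation test, p = 0.090), so a few families may carry much of the pattern. A biological difference between arms remains possible, and was not tested beyond this.

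The contrast between the fractions narrowed with time, with an SD of the log2 ratios of 1.47 at 0 h, 1.32 at 2 h and 1.09 at 24 h. The slope on the 2 h ratios fell from 1.00 at 0 h to 0.672 at 24 h, a difference of -0.329 (95% interval -0.417 to -0.238). That argues against selection of extreme miRNAs by chance. The intervals in this paragraph resample miRNAs and not libraries, so they leave out the spread between replicates, and miRNAs of a family are not independent. The narrowing lay in the home fraction, where cytoplasmic miRNAs fell by a median of -0.96 and nuclear miRNAs by -1.10 relative to all miRNAs, and less in the other, with -0.139 for cytoplasmic miRNAs in the nucleus (-0.583 to 0.399, 20 miRNAs) and 0.256 for nuclear miRNAs in the cytoplasm (-0.148 to 0.894, 18 miRNAs). The values argue against cytoplasmic RNA, mixed alike into the nuclear libraries at the share that gives the nuclear fall (70%), as the cause of the narrowing. The change of cytoplasmic miRNAs there differed from the calculated rise by -1.89 (95% interval -2.46 to -1.21). Beyond the spread of replicates, 18 of the 20 lay below the least level that even the lowest share of the bootstrap (49.5%) brings. For nuclear RNA in the cytoplasmic libraries, the share that gives the cytoplasmic fall was 54%. At its lowest value (45%), 6 of 18 nuclear miRNAs lay below the least level, by -4.38 to -1.85, which argues against that share for these 6 only. They were miR-5099, miR-5121, miR-3535, miR-1949, miR-1291 and miR-6539, which had the largest nuclear enrichment over all times. Of these, miR-3535, miR-1291, miR-5121 and miR-1949 lie in genes annotated as snoRNAs. The others lay above that level, by 0.309 (miR-669a-3p) to 1.46 (miR-185-5p), and the median change did not decide (-0.549, -2.12 to 0.152). The test takes all nuclear RNA to mix alike, so it cannot decide on mixing of a part of it. A smaller share in either direction, for part of the narrowing, cannot be told apart from a response to hypoxia because the changes in the other fraction go both ways.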

How the results depend on the processing

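limma-voom, size factors within each fraction for nucleus against cytoplasm and for the interaction, the authors' deposited comparison and the arms at 24 h were alternatives added after the data were seen. edgeR and DESeq2 were not run. Of 123 results for single miRNAs, 56 kept direction and side of the threshold in every alternative, 43 lost a call in some, 9 gained one and 16 changed direction in some. For the changes below the cause was not tested. With 1 library left out, the lone replicate is assumed to vary like the other groups. Rare miRNAs are the most limited by depth, and scaling limits all directions.

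Counts: without a fold threshold 157 miRNAs differed between nucleus and cytoplasm, where fewer conditions are set. Scaled to miR-186-5p, 16 were called in the cytoplasm at 24 h and 5 in both fractions. Called in both were also 7 at pseudocount 10, 6 at a mean of at least 100 and 5 in the authors' deposited comparison. At an adjusted p under 0.05 and 2-fold, 9 were called in the nucleus at 2 h, and at an adjusted p under 0.01 and 2-fold, 79 for the interaction. The Pearson r was 0.00522 and the Spearman rho -0.0503 at a mean of at least 100, and -0.425 and -0.441 for 2 h in place of 24 h. The first component held 78.1% at a mean of at least 100, 70.1% scaled to the total count and 47.3% at unit variance, and the second 9.99% at a mean of at least 100 and 19.4% at unit variance. miR-186-5p ranked 9 scaled to the total count and 9 by NormFinder. The arm difference, a median of -0.41 over all hairpins, was -0.14 with families counted once. It was -0.78 with the 0 h libraries only and -0.25 with the 24 h libraries only. It was -0.85 with both arms at a mean of at least 100, and -0.81 where the arms differ at least 4-fold.

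Directions that reversed, nucleus against cytoplasm: scaled to the total count, to that total without miR-21a-5p, by TMM, within fractions and at 0 h only, miR-186-5p had -0.21, -0.39, -0.069, -0.21 and -0.28, and miR-669c-5p -0.20, -0.38, -0.058, -0.20 and -0.40. miR-203-3p had 0.54 at 0 h only and 0.028 in the authors' deposited comparison. At 24 h in the nucleus without miR-21a-5p in the total, miR-29a-3p had 0.062, miR-29c-3p 0.27 and miR-29a-5p 0.36. In the cytoplasm scaled to the total count, miR-186-5p had 0.12, miR-29a-3p 0.0072 and miR-29b-3p 0.0033, and miR-1291 had -0.057 in the authors' deposited comparison. For the interaction, miR-3535 had -0.037 at pseudocount 10, -0.37 scaled to the total count, -0.43 scaled to miR-186-5p and -0.0093 within fractions. miR-29a-3p had -0.39, -0.45 and -0.030 under the last 3, miR-199b-5p -0.0013 and -0.059 scaled to the total count and to miR-186-5p, and miR-200c-3p 0.11 without miR-21a-5p in the total.

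Ranges with each library left out: nucleus against cytoplasm 87 to 113 called, miR-669c-5p -0.26 to 0.30, miR-203-3p -0.27 to 0.22, miR-29a-5p -0.27 to 0.077 and miR-186-5p -0.054 to 0.058. At 24 h, 18 to 86 in the nucleus (miR-29c-3p -0.38 to 0.028, miR-29a-5p -0.28 to 0.11), 32 to 54 in the cytoplasm (miR-1291 -0.84 to 1.13) and 4 to 12 in both. At 2 h, 0 to 17 in the nucleus and 0 to 9 in the cytoplasm. Interaction: 97 to 168, lowest without replicate 2 of the nucleus at 0 h (miR-200c-3p -0.96 to 0.54, miR-3535 -0.27 to 0.35, miR-29a-3p -0.067 to 0.11, miR-193a-5p -1.16 to 0.19). Pearson r 0.0336 to 0.198, Spearman rho -0.0163 to 0.160, first component 70.8% to 74.7%, second 10.1% to 13.6%, arm difference -0.46 to -0.36.

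The paper separated cultured cells into the fractions, but whether a replicate number marks the same culture in both fractions is not stated. Same-time correlations of residuals between fractions were 0.067, 0.239 and 0.094, so pairing was not shown. With the replicate as a block, 104 were called between fractions, 69 in the nucleus and 50 in the cytoplasm at 24 h, 0 and 0 at 2 h, and 168 for the interaction. With the culture as the block, 105 were called between fractions.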

Differences from the paper's values

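Called in both fractions at 24 h were 11 miRNAs here and 6 in the paper. Of the alternatives set before the tests, when values in the paper's own tables had been seen, the count came within 1.5 times the paper's at pseudocount 10 (7), at a mean of at least 100 (6), scaled to miR-186-5p (5), with TMM factors (9), and without replicate 2 of the nucleus at 0 h (6), replicate 1 or 2 of the nucleus at 24 h (4 and 5) or replicate 1 or 2 of the cytoplasm at 24 h (7 and 8). It equalled the paper's in number, but not in its members, at a mean of at least 100 and without replicate 2 of the nucleus at 0 h. At a mean of at least 100, the miRNAs were miR-210-3p, miR-669c-5p, miR-6539, let-7a-5p, miR-382-3p and miR-494-3p. That filter removes miR-200c-3p and miR-203-3p of the paper's 6, with means of 37.7 and 49.9. It stayed further away at pseudocount 0.5 (11), scaled to the total count (13) or to that total without miR-21a-5p (12), with a replicate block (11), with size factors within each fraction (12), in a fit of the groups compared only (11), in 1 fit of all libraries (10), at an adjusted p under 0.05 (13) or without any other library (10 to 12). The authors' deposited comparison, chosen after seeing the values, gave 5 and dropped miR-200c-3p, 1 of the paper's 6. limma-voom, also chosen after, gave 13.

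Called higher in the cytoplasm only were 8 miRNAs here and 5 in the paper. The count was 5, as in the paper, at pseudocount 10, at a mean of at least 100, with TMM factors, and without replicate 1 of the cytoplasm at 0 h or replicate 2 of the cytoplasm at 24 h. It came within 1.5 times the paper's scaled to miR-186-5p (6), in a fit of the groups compared only (7), in 1 fit of all libraries (7), and without replicate 1 of the cytoplasm at 24 h (4) or any library of 2 h (7). It stayed further away at pseudocount 0.5 (8), scaled to the total count (28) or without miR-21a-5p in the total (9), with a replicate block (9), with size factors within each fraction (9), at an adjusted p under 0.05 (8), without replicate 2 of the cytoplasm at 0 h (16), and without replicate 1 or 2 of the nucleus at 0 h (8 and 9) or at 24 h (11 and 10). The authors' deposited comparison, chosen after seeing the values, gave 5, and limma-voom, also chosen after, 10.

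Called higher in the nucleus only were 24 miRNAs here and 13 in the paper. No alternative gave the paper's count. It came within 1.5 times at pseudocount 10 (18), at a mean of at least 100 (18), scaled to miR-186-5p (10) and without replicate 2 of the nucleus at 0 h (12). It stayed further away at pseudocount 0.5 (24), scaled to the total count (23) or without miR-21a-5p in the total (76), with TMM factors (22), a replicate block (21), size factors within each fraction (24), a fit of the groups compared only (30), 1 fit of all libraries (24), at an adjusted p under 0.05 (29), without replicate 1 or 2 of the nucleus at 24 h (1 and 3) or without any other library (24 to 32). The authors' deposited comparison, chosen after seeing the values, gave 15, and limma-voom, also chosen after, 25. For each miRNA the paper names in its results, the deposited nuclear change at 24 h was smaller in size than here. It was 1.65 against 2.15 for miR-669c-5p, -1.73 against -2.07 for miR-203-3p and -1.64 against -1.94 for miR-193a-5p. Smaller changes leave fewer miRNAs at 2-fold, and all 54 deposited nuclear calls were among the 73 here.

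The Pearson r between the nuclear and cytoplasmic changes was 0.115 here and 0.0488 in the paper. It came within the standard error of a correlation (0.0537) of the paper's, without reaching it, at pseudocount 10 (0.0911), at a mean of at least 100 (0.00522), without miR-210-3p (0.0820), and without replicate 2 of the cytoplasm at 0 h (0.0336) or at 24 h (0.0885) or replicate 1 of the nucleus at 0 h (0.0749) or at 24 h (0.0706). It stayed further away without replicate 1 of the cytoplasm at 0 h (0.198) or at 24 h (0.140), without replicate 2 of the nucleus at 0 h (0.158) or at 24 h (0.155), or for 2 h (-0.425). In the authors' deposited fold changes, chosen after seeing the values, the Pearson r was 0.0913 and the Spearman rho 0.0488, so the paper's values match with the names of the coefficients exchanged.

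The paper states that let-7a-5p fell in both fractions, and here it rose in the cytoplasm (1.00), as it did in the authors' deposited comparison (1.01). The paper states that miR-200c-3p fell in both, and here it was not called in the cytoplasm (adjusted p = 0.0101 from limma), while it was called with a replicate block, with limma-voom (chosen after seeing the values, and dropping 0 of the paper's 6), at an adjusted p under 0.05 and 2-fold, and without replicate 1 of the cytoplasm at 0 h or 24 h. The paper states that the majority of miRNAs differed between the fractions, and here 157 of 350 did at an adjusted p under 0.01 in limma. That fit has fraction as its only term, so changes with time count as spread. miR-210-3p, which rose at 24 h, had a log2 ratio of 0.80 here (adjusted p = 0.29 from limma). In the deposited comparison it had 0.81 (adjusted p = 6.5e-09 from DESeq2). The count of 157 and the paper's count therefore come from unlike tests. The authors' deposited DESeq2 comparison gave 196 at an adjusted p under 0.01, which is the paper's count. The 196 that limma gave at an adjusted p under 0.05 are a separate count. The paper states that miR-186-5p was the most stable miRNA, and here it ranked 3 by SD and 9 by NormFinder. NormFinder's measure was calculated here over all 350 miRNAs in 6 groups. The paper does not state which miRNAs or which scale it used, so the ranks may not be alike. The authors' deposited comparison called 34 miRNAs in the cytoplasm at 24 h, against the paper's 35. The paper states a smaller gap in read counts between the let-7 arms than the median of 58.6-fold here (10.2 to 1663). The paper states that miR-29c-3p was enriched in the nucleus, and here it was higher there without passing the threshold (adjusted p = 0.013 from limma), while miR-29b-3p was called.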

Other observations

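The comparison of arms and the markers were set before the tests, and the counts over time and the authors' deposited comparison were chosen after the data were seen.

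Hairpins outside the let-7 family also had a minor arm far more cytoplasmic than the major arm. The ratio of the minor arm was lower by 3.78 on the log2 scale for miR-25, by 3.31 for miR-374b, by 3.29 for miR-30d and by 3.04 for miR-31. The opposite occurred for miR-877, miR-16-1 and miR-195a, where the minor arm was higher by 4.63, 4.35 and 3.66. In these hairpins the minor arm was the 5ʹ arm. The 3ʹ arm was the cytoplasmic one, with log2 nucleus/cytoplasm ratios of -4.33, -3.32 and -2.15. The arms were ranked by means over both fractions, so their order can differ within a fraction. The number of miRNAs more than 4-fold apart between the fractions was 50 at 0 h, 38 at 2 h and 19 at 24 h.

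The authors' deposited comparison called 105 miRNAs between the fractions, 102 of them shared with the 104 here. At 24 h it called 54 in the nucleus and 34 in the cytoplasm, all of them shared. Its nuclear change at 24 h stands in the column headed 2 h. Of 7 measured markers of other cell types, miR-122-5p was called lower in the cytoplasm at 24 h (-1.71), and the 3 epithelial miRNAs were called lower in the nucleus (-2.07 to -1.13), of which miR-200b-3p (-1.20) and miR-203-3p (-1.39) were also called lower in the cytoplasm. miR-486-5p, miR-206-3p and miR-9-5p were not called at 24 h in either fraction.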
